# HypoMap—a unified single-cell gene expression atlas of the murine hypothalamus

**DOI:** 10.1038/s42255-022-00657-y

**Published:** 2022-10-20

**Authors:** Lukas Steuernagel, Brian Y. H. Lam, Paul Klemm, Georgina K. C. Dowsett, Corinna A. Bauder, John A. Tadross, Tamara Sotelo Hitschfeld, Almudena del Rio Martin, Weiyi Chen, Alain J. de Solis, Henning Fenselau, Peter Davidsen, Irene Cimino, Sara N. Kohnke, Debra Rimmington, Anthony P. Coll, Andreas Beyer, Giles S. H. Yeo, Jens C. Brüning

**Keywords:** Hypothalamus, Computational biology and bioinformatics, Hypothalamus

## Abstract

The hypothalamus plays a key role in coordinating fundamental body functions. Despite recent progress in single-cell technologies, a unified catalog and molecular characterization of the heterogeneous cell types and, specifically, neuronal subtypes in this brain region are still lacking. Here, we present an integrated reference atlas, ‘HypoMap,’ of the murine hypothalamus, consisting of 384,925 cells, with the ability to incorporate new additional experiments. We validate HypoMap by comparing data collected from Smart-Seq+Fluidigm C1 and bulk RNA sequencing of selected neuronal cell types with different degrees of cellular heterogeneity. Finally, via HypoMap, we identify classes of neurons expressing glucagon-like peptide-1 receptor (*Glp1r*) and prepronociceptin (*Pnoc*), and validate them using single-molecule in situ hybridization. Collectively, HypoMap provides a unified framework for the systematic functional annotation of murine hypothalamic cell types, and it can serve as an important platform to unravel the functional organization of hypothalamic neurocircuits and to identify druggable targets for treating metabolic disorders.

## Abstract (web summary)

Steuernagel and Lam et al. present HypoMap, an integrated reference atlas of the murine hypothalamus based on 384,925 hypothalamic cells from publicly available single-cell sequencing datasets.

## Main

Hypothalamic neurocircuits are key regulators of integrative physiology and energy homeostasis^1,2^. In particular, the melanocortin neurocircuit, which comprises agouti-related peptide (AgRP)- and pro-opiomelanocortin (POMC)-expressing neurons in the hypothalamic arcuate nucleus (ARC), exerts effects on neurons in the hypothalamic paraventricular nucleus (PVH) and extra-hypothalamic projection sites, such as the bed nucleus of the stria terminalis (BNST)^3^, to control food intake and energy expenditure. Recently, studies have shown additional specialized neuronal subtypes located in the PVH and other hypothalamic regions, including the lateral (LH) and dorsomedial hypothalamus (DMH), that contribute to regulating energy homeostasis^4^. Single-cell RNA sequencing (sc-seq) experiments have revealed molecular heterogeneity of cell types that were previously considered homogeneous^5^, including POMC neurons^6^.

Many sc-seq datasets exist, covering multiple brain regions and conditions. However, direct comparison of these data is challenging owing to technical and experimental variations. The integration of datasets is a key step in projects such as the Human Cell Atlas^7^, the BRAIN Initiative, and the Cell Census Network (BICCN) (https://biccn.org/data). Recently, BICCN released an integrated single-cell reference for the primary motor cortex across different data modalities and species, underscoring the power that the analysis of systematically collected data on brain cell types and their connections can provide^8^. The emergence of dedicated portals and applications, such as Azimuth (https://azimuth.hubmapconsortium.org/), to facilitate access to reference datasets, further highlights the usefulness of combining available resources with newly generated data^9^.

The field of sc-seq data integration is evolving rapidly, with more than 20 available algorithms^10^. These methods use different approaches, such as shared low-dimensional embeddings (Seurat)^11^, soft-clustering strategies (Harmony)^12^, identification of nearest neighbors across datasets (Scanorama, fastMNN)^13,14^, and deep-learning strategies like variational auto-encoders (scVI)^15^. Additionally, traditional approaches developed for bulk RNA-seq, such as Combat^16^, are widely used. The two key aims of these methods are: (1) to mix datasets and correct for the technical differences originating from experimental variation, while (2) retaining the underlying biological information in each cell type.

Additionally, single-nucleus sequencing (nucSeq) has gained a lot of attention in recent years. The major advantage of nucSeq is removal of the time-consuming enzymatic cell-dissociation steps, which can potentially influence gene expression^17^. In addition, nucSeq can be performed on frozen tissues, thus simplifying logistics, especially when dealing with precious human materials. Recent studies have shown that nucSeq is largely comparable to sc-seq, despite profiling different RNA species^18,19^.

Here, we attempted to create the first murine hypothalamic reference, ‘HypoMap,’ by systematically evaluating different integration algorithms to choose the best approach for integrating data from 17 published datasets and an in-house hypothalamic nucSeq dataset from ad-libitum-fed and overnight-fasted mice. We validated HypoMap by comparing the transcriptomic profiles to: (1) sc-seq data collected from traditional Smart-Seq+Fluidigm C1 (ref. ^20^); and (2) selected cell populations through bulk bacterial artificial chromosome-translating ribosome affinity purification (bacTRAP) RNA-seq.

To further demonstrate the use of HypoMap, we molecularly and spatially characterized neurons expressing glucagon-like peptide-1 receptor (*Glp1r*) and prepronociceptin (*Pnoc*), identified from HypoMap and bacTRAP. GLP-1 is an incretin hormone secreted from the gut that has an important role in the control of food intake and satiety^21,22^. GLP-1R agonists (GLP-1RA) are used clinically to treat type 2 diabetes and obesity, with recent studies showing that they exert their effects in the area postrema (AP)^23^; however, their effects in the hypothalamus are less known^24,25^. Similarly, we have recently identified PNOC neurons in the ARC (PNOC^ARC^) as a GABAergic cell population, which is readily activated upon consumption of calorie dense, highly palatable food. Activation of PNOC^ARC^ neurons promotes food intake; conversely, the ablation of these neurons prevents high-fat-diet-induced hyperphagia and weight gain^26^. Thus, PNOC^ARC^ neurons represent a promising target for the treatment of obesity. Yet, a clear molecular definition of these neurons is still lacking.

## Results

### The generation of HypoMap

To develop a unified hypothalamic cell atlas comprising cell types from major hypothalamic regions, we combined 17 publicly available droplet-based hypothalamus sc-seq datasets^5,27–41^ covering different hypothalamic regions, from the preoptic area (POA) to the ventroposterior hypothalamus (VPH) (Supplementary Table 1). In addition, we performed nucSeq of 36,626 nuclei isolated from hypothalami of mice that had been either ad libitum chow fed or fasted overnight. This brought the total number of hypothalamic cells/nuclei, after quality control, to 384,925 (Supplementary Table 1).

Next, we systematically evaluated the data-integration algorithms Harmony, Scanorama, scVI, Combat and Seurat (CCA) across different parameter ranges, and benchmarked their performance on the basis of batch mixing, cell-type purity, and cluster separation (see Supplementary Information, Extended Data Fig. 1, and Supplementary Table 2 for details). We found that scVI consistently achieved the highest cell-type purity scores while retaining high cluster separation and good dataset mixing. Other methods, such as Seurat (CCA), achieved higher mixing scores, but performed worse in retaining cell-type purity (Extended Data Fig. 1b). Therefore, we proceeded with scVI and further optimized the hyperparameters on the combined dataset (see Methods and Extended Data Fig. 2) to generate the final integrated reference dataset—HypoMap, visualized here via uniform manifold approximation and projection (UMAP) in Figure 1a.

**Fig. 1:**
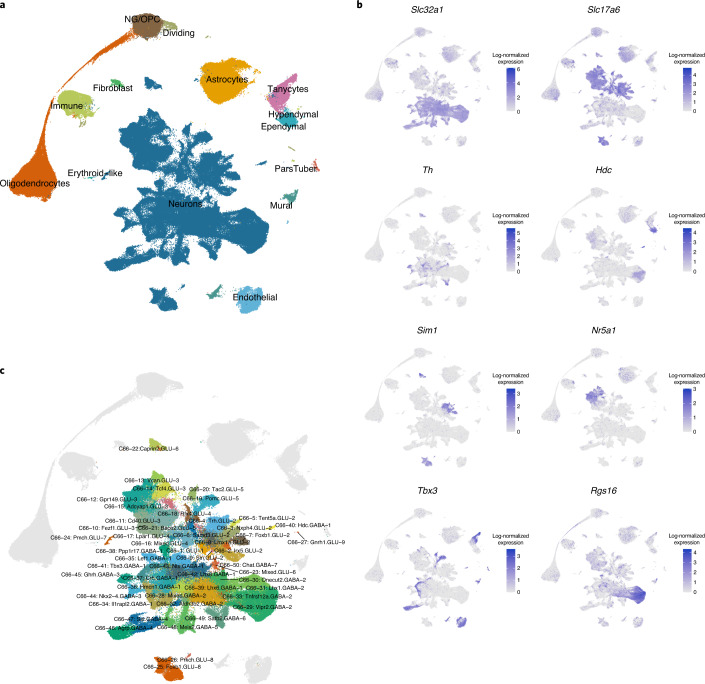
Unified hypothalamus reference map. Integration of 17 single-cell sequencing datasets into one harmonized reference. **a**, UMAP visualization of HypoMap, colored by major cell types. **b**, UMAP of neuronal clusters in HypoMap (other cell types in gray) **c**, UMAP expression of key neuronal type markers and regional markers in each cell. Color corresponds to log-normalized expression values scaled to the maximum of each gene. Source data

The majority of cells in HypoMap are neurons (56.9%, blue) (Fig. 1a,c), followed by astrocytes (13%, golden brown), oligodendrocytes (12.7%, orange), and oligodendrocyte precursor cells (OPCs, 9.5%, brown). HypoMap can distinguish rarer cell types, such as microglia (3.7%, light-green), endothelial cells (2.6%, light blue), tanycytes (2.5%, pink), ependymal cells (1.1%, cyan), and mural cells (0.9%, turquoise) (Fig. 1a). Figure 1b shows the expression of key neuronal markers: VGlut2 (*Slc17a6*), VGat (*Slc32a1*), *Th*, and *Hdc*. We also examined the expression of regional markers, such as *Sim1* for PVH, *Nr5a1* (Sf-1) for ventromedial hypothalamus (VMH), *Tbx3* for ARC, and *Rgs16* for suprachiasmatic nucleus (SCN), which highlight the spatial origin of the neurons as one of major driving factors for segregation.

Each of the 18 datasets is distributed across multiple cell types in HypoMap (Extended Data Fig. 2d), with some areas showing over- or under-representation of cells from specific datasets. This is expected owing to the anatomically restricted sampling strategies used in some of these studies (for example Morris et al.^40^, SCN in deep blue; Kim et al.^32^, VMH in dark green) (Extended Data Fig. 2d). We examined the author annotations of the ARC cells from Campbell et al.^5^ more specifically, and the dataset covers only a subset of HypoMap, as expected (Extended Data Fig. 3). Cell types identified in this study largely consist of populations from the ARC, but we also observed cell types from other regions, for example the VMH (Extended Data Fig. 3) and the pituitary, as discussed in the original study^5^.

To construct a unified set of cell annotations, we adopted a multi-level clustering of cell populations using the Leiden algorithm^42^ and Multiresolution Reconciled Tree (mrtree)^43^ (see Methods). This resulted in a circular dendrogram (or tree) representing the underlying hierarchical organization of cell populations, similar to atlases of the brain transcriptome published previously^20,29^. Tree pruning was achieved by merging clusters that could not be separated by marker genes. The final clusters represent an overview of the transcriptomic landscape of the ‘sequenced’ hypothalamus (Fig. 2a and Supplementary Table 3). In total, we generated seven levels of clusters, each with increasing granularity, although here we show only the top 5 levels, C2, C7, C25, C66, and C185 (Fig. 2a); the two lowest levels (C286 and C465) are hidden to retain visual clarity (Supplementary Table 4; the full tree and a split version of Fig. 2a are shown in Extended Data Figs. 4 and 5, respectively).

**Fig. 2:**
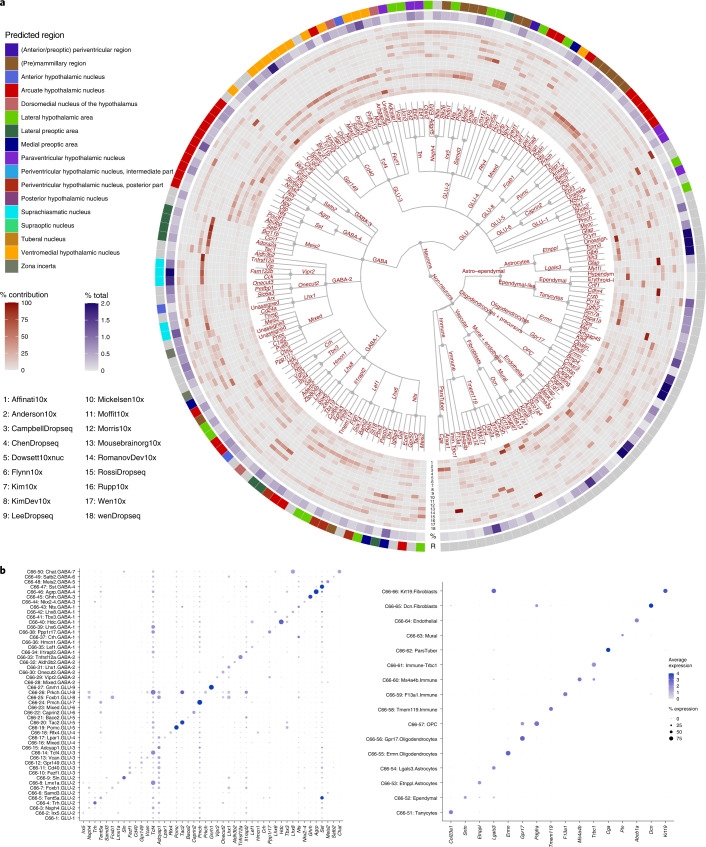
Harmonized annotation of hypothalamus cell types. **a**, A circular hierarchical tree of clusters of HypoMap. The first 5 levels with up to 185 clusters are shown, highlighting the diversity of hypothalamic cells when combining data across regions. Individual clusters at levels 4 and 5 are named with the most informative marker gene, given as edge labels. The inner (red) circular heatmap depicts the percentage contribution of each dataset to the clusters at the lowest tree level. The middle heatmap (blue) depicts the relative percentage contribution of each cluster at the lowest tree level to the total cell number. The scale is limited to 2%. The outer ring depicts the most likely region of origin (R) for each neuron cluster on the lowest level of the displayed tree. If support was insufficient for a cluster, no region was assigned, and the cluster was colored gray (see Methods). **b**,**c**, Dot plots displaying marker genes used for annotating the clusters at level 4 (C66) of the tree in **a**. For clusters with a proper name (for example, ‘Astrocytes’), the most specific gene that would have been used for annotation is included. Dot color corresponds to average log-normalized expression levels of each gene in a cluster and dot size to the percentage of cells expressing a marker in the cluster. **b**, Neuronal cell types. **c**, Non-neuronal cell types. See also Supplementary Tables 5 and 6. Source data

We next carried out differential gene expression (DEG) analysis to determine marker genes for all nodes at all cluster levels (Supplementary Tables 5 and 6). Each node of the tree was labeled using the most informative marker gene (see Methods). The full cluster annotation was constructed by concatenating the labels from all ancestor node(s), thereby incorporating the hierarchical structure (Extended Data Fig. 6 shows the marker expression of AgRP and POMC clusters across different source datasets). Additionally, for the highest three cluster levels, we manually annotated well-described cell type labels where applicable. Figure 2b,c shows dot plots of marker genes used for annotating the clusters at level C66 for neurons and non-neuronal populations, respectively.

As shown in Figure 2a, the top level of the tree separates cells into neurons and non-neuronal populations; this is followed by seven clusters at the second level (C7), which further segregate cells into excitatory glutamatergic (GLU) and inhibitory GABAergic neurons (GABA) (See also Fig. 1c): glial cells, including astrocytes and ependymal cells (*Gja1*); oligodendrocytes and precursor cells (*Sox10*); microglia (*Ly86*); vascular cell types, including fibroblasts, mural cells, and endothelial cells (*Igfbp7*); and pars tuberalis cells (*Cga*) (Fig. 2a).

### Neuronal populations

Focusing on the subset of 219,030 neurons, the next cluster levels consist of 16 (C-25) and 50 (C-66) clusters that further subdivide the GLU and GABA subtrees. An example of a well-defined cluster is the Pomc.GLU-54 neuronal cluster, which includes three subclusters: Anxa2.Pomc.GLU-5, Ttr.Pomc.GLU-5, and Glipr1.Pomc.GLU-5, consistent with Campbell et al.^5^. The lowest level depicted in the tree (C185) consists of 130 neuronal cell types (Fig. 2a). Interestingly, by combining all datasets together, we were able to identify a cluster of 61 extremely rare *Gnrh1*-expressing neurons (Gnrh1.GLU-9) (Fig. 2a).

The inner heatmap ring in Figure 2a depicts the contribution of each dataset. As expected, datasets that cover specific regions contribute strongly to clusters originating from that region, but little to other clusters (for example, Wen et al.^31^); other, less selective, datasets, such as Chen et al.^34^, and the in-house nucSeq cover a larger subset of the tree. Crucially, we found that no single dataset contributes to all clusters, thus emphasizing the power of the harmonized clustering on the basis of the integrated data of HypoMap. The middle ring in the heatmap in Figure 2a shows how each cluster contributes to the total number of cells in HypoMap (also in Supplementary Table 7).

Next, we performed spatial predictions for neuronal clusters, employing per-voxel enrichment analysis by overlapping the in situ hybridization data from the Allen Brain Atlas (https://brain-map.org) and cluster gene markers, followed by manual curation using known spatial origins of source datasets (see Methods). The predicted region annotation is shown in the outer ring (Fig. 2a and Supplementary Table 8). We found that regions with well-defined gene markers, such as the ARC, VMH, and SCN, were annotated with high confidence, consistent with annotations from the original studies. We also identified clusters originating from LH, such as Hcrt.Rfx4.GLU-4, which co-expresses *Hcrt* and *Pydn*, and *Pmch* neurons (Pmch.GLU-7), consistent with Rossi et al.^35^ and Mickelsen et al.^33^. The DMH is a region that lacks distinctive gene marker(s); at C185, three clusters were predicted to originate from the DMH (two glutamatergic and one GABAergic clusters, Fig. 2a).

The distribution of ARC, VMH, and SCN neurons over multiple HypoMap clusters indicates that the larger cell numbers from additional datasets enhance the clustering granularity, thus allowing for more accurate stratification of cellular subtypes. For example, we observed a refinement of the clustering of VMH *Nr5a1*- and *Fezf1*-expressing populations (C25-3: GLU-3) in HypoMap (Fig. 3a), compared with the original annotations from Chen et al.^34^ (Fig. 3b,d); this is largely due to the integration with VMH-specific datasets, such as from Kim et al.^32^, while retaining clustering granularity, even when compared with the original annotations from Kim et al.^32^. (Fig. 3c,e). The improved clustering sensitivity also allowed the assignment of previously unlabeled cells in Campbell et al.^5^ into more distinct clusters, such as *Cck*-expressing Cck.Vipr2.GABA-2 cells (C185-73), which were previously annotated simply as Rgs16/Vip (Extended Data Fig. 3 inset).

**Fig. 3:**
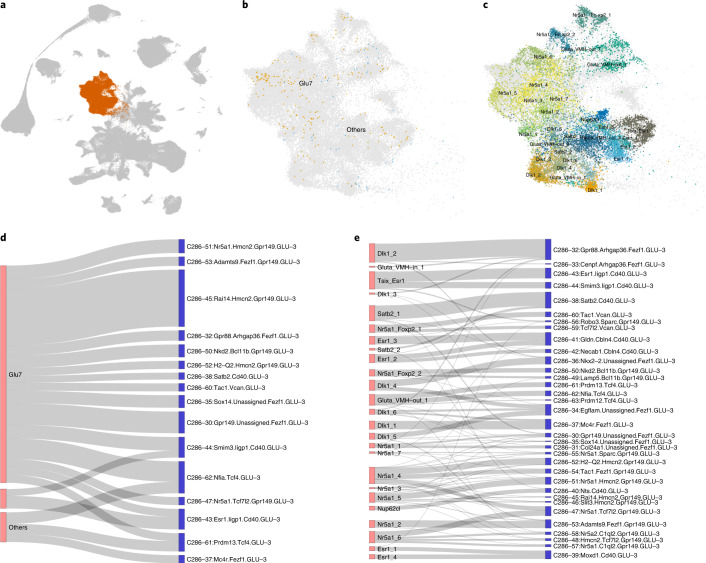
Comparison of HypoMap and original clusters. **a**, HypoMap UMAP highlighting the cluster C25-3: GLU-3, which contains *Nr5a1*- and *Fezf1-*expressing neuronal populations from the VMH that are compared in **b**–**e**. **b**,**c**, UMAP plot of cells from the C25-3: GLU-3 cluster from Chen et al.^34^ (**b**) and Kim et al.^32^ (**c**) overlayed on all cells of the cluster (gray) and colored by the original author annotations. **d**,**e**, Sankey diagrams showing the original author annotations of Chen et al. (**d**) and Kim et al. (**e**), compared with the HypoMap subclusters (C286) of C25-3: GLU-3. Chen et al. (**d**) covered VMH neurons only sparsely, and the combination with other datasets greatly improves cell classification. The VMH-specific dataset from Kim et al. (**e**) covered most subclusters identified in HypoMap, although in some cases clusters were further partitioned. (See Supplementary Table 20 for a full overview of all original and HypoMap cell labels). Source data

### Non-neuronal populations

There are 165,895 non-neuronal cells in HypoMap. Non-neuronal cells exhibit a lower level of heterogeneity, despite being sampled from different hypothalamic regions, and this is reflected in fewer branches in the tree (Fig. 2a).

The majority of non-neuronal cells originate from the oligodendrocyte lineage (42.1%, Fig. 1a) and are segregated into 15 clusters (Fig. 2a). A recent study from our group showed that oligodendrocyte differentiation in the median eminence is nutritionally regulated and plays a role in controlling energy balance^44^. HypoMap captures different stages of oligodendrocyte differentiation, from progenitor cells marked with *Pdgfra* and *Ng2*, to differentiating cells with decreasing *Bmp4* and *Olig2* expression, and mature oligodendrocytes with increased expression of myelination genes, such as *Mbp* and *Mog* (Supplementary Table 5).

The second largest non-neuronal subtree consists of astrocytes and ependymal cells (39.1%). Astrocytes with high levels of *Slc1a2* and *Gjb6* were divided into nine clusters (Fig. 2a). These include a cluster of reactive astrocytes (C66-54: Lgals3.Astrocytes), marked with high expression of *Gfap* and *Lgals3*. Neighboring the astrocytes are *Vim*-expressing ependymal cells and tanycytes (four subclusters each), both of which form tight junctions around the third ventricle and regulate its permeability. Ependymal cells are marked with high expression of *Ccdc153*, and tanycytes have high expression of *Col23a1*, *Fgf10*, and *Crym*. The tanycyte subclusters are consistent with previous division into alpha and beta tanycytes by Campbell et al.^5^ (Fig. 1b) and the Tany-seq atlas^45^. We also identified a small cluster of hypendymal cells from the subcommissural organ, marked by expression of *Spp2*. HypoMap also captures a large cluster of *Ly86*-expressing microglia (Fig. 2a), which could be further divided into ten clusters (Fig. 2a). Nutritional challenges, such as a high-fat diet (HFD), are known to regulate the activity of non-neuronal cells^46–48^ in the hypothalamus; it would be of interest to investigate how such perturbations will affect these populations in future studies.

### Single-nucleus sequencing of the mouse hypothalamus

We performed nucSeq from mice that either were subjected to an overnight fast or were ad libitum chow fed^49^. 

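The nucSeq libraries came from the hypothalamus of 18 male C57Bl/6 mice aged 6 to 8 weeks, 12 fed ad libitum and 6 fasted for 16 h. Mice were pooled in groups of 6 before the nuclei were isolated, which gave 2 ad-libitum-fed pools prepared on separate days and 1 fasted pool. Each pool was sorted into 2 tubes as single DRAQ5-stained nuclei, and each tube gave 1 droplet library. The paper's text does not name the ad-libitum-fed libraries that share a pool, or the day on which the fasted pool was prepared. The authors mapped the reads to GRCm38 and counted unique molecular identifiers (UMIs) per gene and nucleus, and the deposited values are these raw counts, for the same genes in every library. Ad-libitum-fed libraries 1 to 4 held 39556605, 31757655, 59083864 and 59940795 UMIs, and fasted libraries 1 and 2 held 36177621 and 35567902. The median nucleus had 4431, 4529, 8743 and 8831.5 UMIs in the ad-libitum-fed libraries and 5982 and 5954 in the fasted ones. Ribosomal protein genes took 0.368%, 0.383%, 1.84% and 1.85% of the UMIs of a nucleus, on average, in the ad-libitum-fed libraries and 0.238% and 0.234% in the fasted ones. In depth and in ribosomal share, ad-libitum-fed libraries 1 and 2 therefore resembled each other, and libraries 3 and 4 resembled each other. The pairs differed more from each other than the fasted libraries differed from libraries 1 and 2. This likeness argues for these pairs as the 2 ad-libitum-fed pools, although the paper's text does not name them.

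The pool, not the nucleus, was taken as the replicate. Counts of one cell type were summed within each pool and compared by edgeR's quasi-likelihood test with TMM normalization, 2 ad-libitum-fed pools against 1 fasted pool. The test was fitted under each of the 3 ways to put the 4 ad-libitum-fed libraries into 2 pools, the largest p of each gene was kept and then adjusted by the Benjamini-Hochberg method, and the threshold was an adjusted p of 0.05. The fasted pool was assumed to vary like the ad-libitum-fed pools. Simulated counts of AgRP neurons were made with the spread measured between libraries 1 and 2 and libraries 3 and 4. On these the test recovered 0 of 191 changed genes, so a count of 0 from it is no evidence that genes did not change. Genes with at least 10 counts in at least 2 of the 6 libraries were tested. Each log2FC is that of the pairing with the largest p. Its standard error was derived as the size of the log2FC over the square root of the F value. It is not a spread measured between fasted pools. Summed counts were scaled by the total count of the library and are given as CPM, with means and SDs over the 4 ad-libitum-fed and the 2 fasted libraries, so the SD of the fasted group is that between 2 tubes of 1 pool. Comparisons by the Wilcoxon test over nuclei, with Bonferroni correction over all genes and no filter on the fold change, are given under that name. Intervals of shares cover counting error only.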

The sequencing yielded data for 36,626 nuclei, which were integrated into HypoMap. 

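The deposited files held 39953 barcodes, 8490, 6678, 6427 and 6436 in the ad-libitum-fed libraries and 6010 and 5912 in the fasted ones. With at least 1000 UMIs and a mitochondrial share of at most 0.1, 39665 nuclei passed, 27818 from ad-libitum-fed and 11847 from fasted mice. All 288 barcodes left out had too few UMIs, and the highest mitochondrial share of a passing nucleus was 3.15%. A doublet score per library with an expected rate of 5% marked 1984 of the passing nuclei and left 37681. Clustering of these nuclei, with classes named from marker genes, gave 32324 neurons. Neurons made up 89.3%, 87.9%, 96.6% and 96.8% of the nuclei in the ad-libitum-fed libraries and 70.8% and 69.8% in the fasted ones. They formed 68 clusters, of which 59 had at least 20 nuclei in every library and were tested. AgRP neurons were the nuclei that the paper's source data for Fig. 5 list as C66-46: Agrp.GABA-4, and all 713 of them were found by barcode and library, 487 from ad-libitum-fed and 226 from fasted mice. Values for AgRP neurons come from these nuclei, while counts over the 59 clusters take the AgRP-like cluster of 768 nuclei in their place.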

Despite the difference in techniques, the nuclei are distributed throughout HypoMap with little evidence of technical artifact (Fig. 4a). At C185, nucSeq covers 163 out of 185 clusters (Supplementary Table 7). There is an under-representation of some cell types, particularly those originating from the POA, SCN, and PVH.

**Fig. 4:**
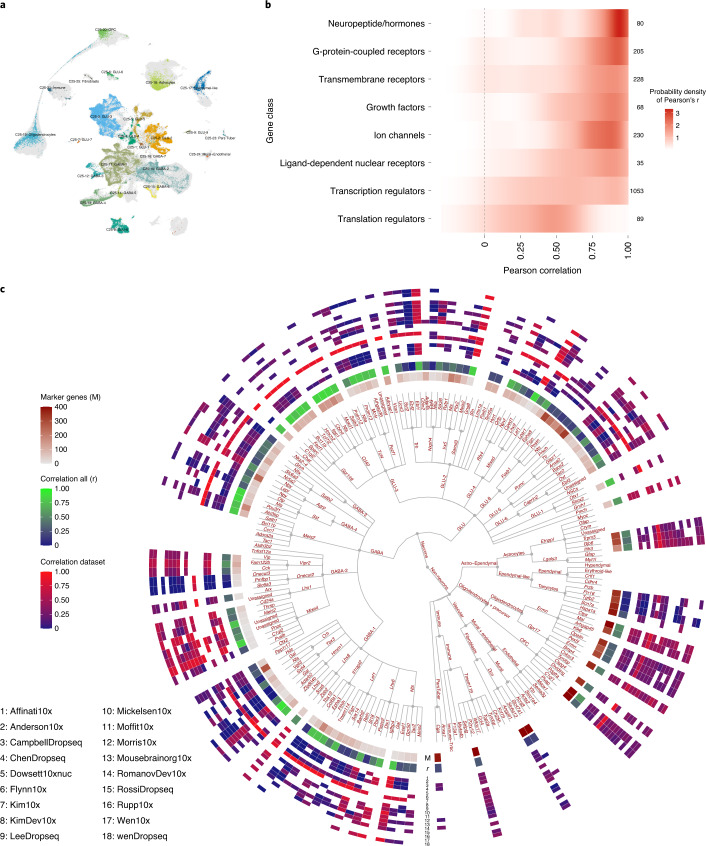
Comparison of nucSeq and single-cell data. **a**, UMAP visualization of the nucSeq data colored and annotated by cluster level 3 (C25) on all HypoMap cells (gray), demonstrating that the nucSeq data are evenly integrated in HypoMap. **b**, Heatmap of per-gene correlation (Pearson’s *r*) between sc-seq and nucSeq. Each row shows the density (color) of all genes in a specific gene class (number of genes shown on the right). Also see Supplementary Table 9. **c**, Heatmap of cluster-level correlation shown on the hierarchical tree of neuron clusters. For each cluster, the marker genes (M, number depicted in inner heatmap in red) were used to calculate Pearson’s *r* between all sc-seq and nucSeq data (middle heatmap in blue–green) or between individual HypoMap datasets and nucSeq (outer heatmap in blue–red). If there were fewer than ten cells per cluster and dataset, the comparison was omitted (white). Source data

We next examined the difference in gene expression between nucSeq and all sc-seq datasets included in HypoMap. Consistent with recent findings^50^, most genes showed a positive correlation (Fig. 4b). Notably, we found that neuropeptides/hormones, G-protein-coupled receptors (for example, *Glp1r*), ion channels (for example, *Kcnq3*), and nuclear receptors (for example, *Nr5a1*) all have high average Pearson coefficients (*r*) of 0.789, 0.743, 0.736, and 0.689, respectively. Growth factors (for example, *Vgf*) also showed a high correlation of *r* = 0.737. Other protein classes, such as transcriptional and translation regulators, have lower *r* values of 0.544 and 0.358, respectively.

When we examined the gene expression correlation on a per-cluster basis (see Methods), we found that the expression profiles in nucSeq showed a high correlation with the Kim et al.^32^ dataset, whereas the correlation with earlier Drop-seq datasets, such as Campbell et al.^5^, was poorer, despite an emphasis on the same hypothalamic regions (Fig. 4c and Supplementary Table 9). The overall correlation of sc-seq and nucSeq per cluster, unsurprisingly, varies between clusters (middle ring in the heatmap in Fig. 4c). Nevertheless, these experiments highlight the overall concordance between the sc-seq and nucSeq results, and thus the feasibility to use them for unified data integration.

### Inferring state-dependent neuron activation from nucSeq data

In sc-seq, the *Fos* signal is often unreliable owing to the short half-life of mRNA, as well as artifacts originating from the enzymatic cell-dissociation procedure^17^, which was reflected in the absence of difference in *Fos* between fasted and ad-libitum-fed states in Campbell et al.^5^ (Extended Data Fig. 7a). In the nucSeq dataset, we detected an upregulation of *Fos* in AgRP neurons (C66-46: Agrp.GABA-4) in the fasted state (Fig. 5a), indicative of increased neuronal activity^17,32^. In addition, we also found that the effect of fasting is strong enough to influence the clustering of AgRP neurons (Fig. 5a). Thus, in the following analysis, we used the higher-level classification C66-46: Agrp.GABA-4 for AgRP neurons and C286 for all other clusters. 

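*Fos* (ENSMUSG00000021250) lies on the plus strand of chromosome 12 of GRCm38 from 85473890 to 85477273. A *Fos* UMI was found in 27 of 116 and 37 of 110 AgRP nuclei of the fasted libraries, which is 23.3% (95% exact binomial interval 15.9 to 32.0%) and 33.6% (24.9 to 43.3%). Ad-libitum-fed libraries 1, 3 and 4 had one in 1 of 173 (0.578%), 3 of 81 (3.70%) and 3 of 80 (3.75%) AgRP nuclei. Library 2 had one in 0 of 153 (95% exact binomial interval 0 to 2.38%). Over all libraries of a condition, 64 of 226 fasted (28.3%) and 7 of 487 ad-libitum-fed AgRP nuclei (1.44%) had a *Fos* UMI, at median depths of 6992.5 and 4644 UMIs. After each nucleus was thinned to 2000 UMIs, with nuclei below that depth left out, the shares were 12.0% (8.06 to 17.0%) of 225 fasted and 1.05% (0.342 to 2.43%) of 476 ad-libitum-fed nuclei. In neurons other than AgRP neurons the share was 5.42% in the fasted and 5.69% in the ad-libitum-fed state, and 2.32% and 2.21% after thinning. In oligodendrocyte-like nuclei, used as a measure of free RNA, it was 0.365% of 1095 fasted nuclei at a median of 2524 UMIs and 0.935% of 428 ad-libitum-fed nuclei at a median of 1874 UMIs, and 0.232% and 0.513% after thinning.

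**Figure D1:**
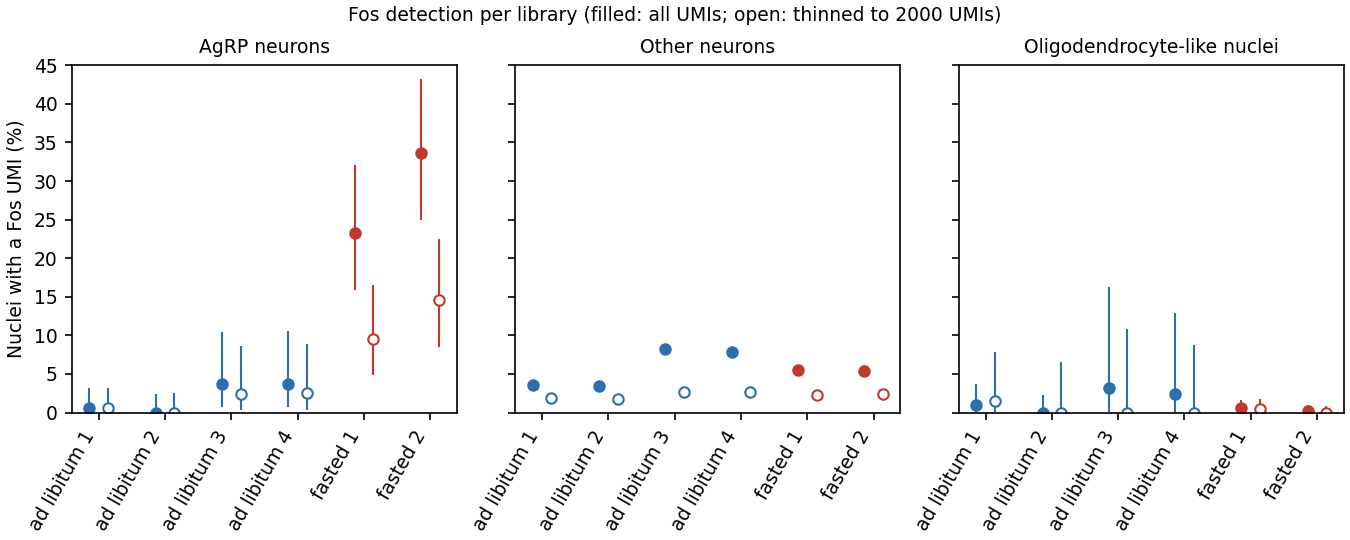
Nuclei with a *Fos* UMI (%) in each of the 4 ad-libitum-fed (blue) and 2 fasted (red) libraries, for AgRP neurons, other neurons and oligodendrocyte-like nuclei, with all UMIs (filled points) and after thinning to 2000 UMIs (open points); bars are 95% exact binomial intervals. In AgRP neurons with all UMIs the fasted libraries sit at 23.3% and 33.6% and the ad-libitum-fed ones at 3.75% or less.

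Summed over AgRP nuclei, *Fos* reached 52.3 and 86.3 CPM in the fasted libraries (mean 69.3 ± 24.0, SD, n = 2) and 1.39, 0, 11.7 and 10.1 in the ad-libitum-fed libraries (5.79 ± 5.95, SD, n = 4). The log2FC was 3.51 (standard error 1.02, adjusted p = 0.887 from edgeR), so the change was not past the threshold, although both fasted libraries lay above all ad-libitum-fed ones. Ad-libitum-fed libraries 1 and 2 together held 1 *Fos* UMI, libraries 3 and 4 held 13 and the fasted libraries 109. The log2FC stayed between 3.09 and 4.15 with single ad-libitum-fed libraries left out. It moved most with the replicate number as a block, to 6.23. The pooling of libraries moved the test most: with libraries 1 and 3 as one pool and 2 and 4 as the other, the log2FC was 3.62 (adjusted p = 8.84e-26), in a range of adjusted p from 5.24e-26 to 0.923 over all alternatives. From the rise of *Fos*, the paper reasons that AgRP neurons were more active in the fasted state.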

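The place of fasted AgRP nuclei among the others was measured by their nearest neighbours. From each library 80 AgRP nuclei were drawn, in 10 draws, and the 15 nearest neighbours of each nucleus were found in 30 principal components. Of the neighbours of fasted nuclei, 99.2% (SD over draws 0.307) came from the fasted libraries, where chance gives 33.2%. For nuclei of ad-libitum-fed libraries 3 and 4, 99.7% of the neighbours came from these same libraries, and for libraries 1 and 2 it was 66.0%. Any other pairing of ad-libitum-fed libraries gave between 38.1% and 44.3%. The separation between the pairs of ad-libitum-fed libraries was thus as large, for libraries 3 and 4, as that between conditions. Thinning to 2000 UMIs moved the values most, down to 88.5% for the fasted libraries and 92.9% for libraries 3 and 4. For libraries 1 and 2 thinning moved the value up, to 79.4%. Leaving out the IEGs gave 99.2% for the fasted libraries. The shift was not tested against the spread between pools.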

We further examined other immediate early genes (IEGs) in AgRP neurons and found that they also exhibited comparable fasting-induced expression (Fig. 5b). 

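*Gem* (chromosome 4, 11704457 to 11714752) rose from 12.6 ± 7.75 CPM (SD, n = 4) to 165.5 ± 24.5 (SD, n = 2) in fasted AgRP neurons, a log2FC of 3.64 (standard error 0.71). *Btg2* (chromosome 1, 134075170 to 134079120) rose from 12.2 ± 3.13 to 81.9 ± 22.5, a log2FC of 2.67 (standard error 0.46). The log2FC of *Junb* was 1.78 (standard error 0.51), that of *Noct* 1.47 (0.44), that of *Arhgef3* 1.01 (0.45) and that of *Sgk1* 0.87 (0.39). In the annotation, *Junb* overlaps *Prdx2* on the other strand, and *Noct* and *Arhgef3* contain unnamed transcripts on their own strand. All of these genes had both fasted libraries above all ad-libitum-fed ones, and each had an adjusted p of 0.887 in edgeR. With 1 library left out, the log2FC of *Gem* stayed between 3.36 and 3.99 and that of *Sgk1* between 0.74 and 0.99. Adjusted over the list alone, 3 IEGs were higher past the threshold, *Btg2*, *Gem* and *1700016P03Rik*. In the AgRP-like cluster of 768 nuclei, no IEG passed in this way. With the 6 libraries taken as separate samples, edgeR called *Btg2*, *Gem* and *1700016P03Rik* among all genes tested in AgRP neurons. On simulated counts with the spread measured between libraries 1 and 2 and libraries 3 and 4, 88.7% of such calls were of unchanged genes. That simulation changed 200 genes, with 10060 tested, and the share of unchanged genes among calls depends on this number.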

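The same list of IEGs was examined in the other 58 neuronal clusters, in each of which an IEG counted as expressed with a UMI in at least 10% of the nuclei of either condition. By edgeR, 0 clusters had an IEG that was higher in the fasted state past the threshold. At an unadjusted p under 0.05, 13 clusters had at least 1 such gene, and DESeq2 called 0. Adjusted over the list alone, 1 cluster had an IEG past the threshold. By the Wilcoxon test over nuclei, 22 clusters had at least 1 IEG that was higher in fasted nuclei, with at most 2 genes and 7.41% of the expressed IEGs in any cluster. The count by edgeR moved most with the pooling of libraries, upwards under either of the pairings that part libraries 1 and 2. The share of expressed IEGs with both fasted libraries above all ad-libitum-fed ones had a median of 20.6% over the clusters and reached 44.4%. Chance gives 6.67% for independent libraries and 33.3% where the libraries of a pool do not differ.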

We therefore aggregated the response of all IEGs (see Methods) and identified 15 additional neuronal clusters that showed increased neuronal activity in the fasting state (Fig. 5c and Supplementary Table 10). The effect was strongest in C66: Agrp.GABA-4, with an upregulation of ~90% of expressed IEGs. This is followed by two other ARC clusters: C286-149: Grp.Ppp1r17.GABA-1 and C286-139: Myo5b.Sox14.Lef1.GABA-1 (Fig. 5c). 

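Of the listed IEGs, 38 were expressed in AgRP neurons, and 26 of these were also within the detection limits given in the methods. The number that was higher in fasted AgRP neurons past the threshold of edgeR was 0, with 11 at an unadjusted p under 0.05 and 0 called by DESeq2. By the Wilcoxon test over nuclei, 18 of 38 (47.4%), or 14 of 26 (53.8%), were called. Under either of the pairings of ad-libitum-fed libraries that part libraries 1 and 2, edgeR called 25 of 38 (65.8%), or 20 of 26 (76.9%). Both fasted libraries lay above all ad-libitum-fed ones for 26 of the 38 IEGs (68.4%) and below them for 2. In 10000 random lists of 38 genes of like expression this share had a median of 21.1% and a highest value of 55.3%, so 0 lists reached that of the IEGs.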

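One cluster of 811 nuclei carried the markers of Grp.Ppp1r17.GABA-1 neurons and one of 611 nuclei those of Sox14.Lef1.GABA-1 neurons, and both are named here by likeness only. In the Grp.Ppp1r17-like cluster, 12 of 27 expressed IEGs (44.4%) had both fasted libraries above all ad-libitum-fed ones and 1 had both below. In the Sox14.Lef1-like cluster these were 11 of 30 (36.7%) and 2. *1700016P03Rik* rose from 61.1 ± 18.1 to 232 ± 48.5 CPM (SD, n = 4 and 2 libraries) in the former, a log2FC of 1.86 (standard error 0.43), and from 48.2 ± 19.9 to 117 ± 20.9 in the latter, a log2FC of 1.15 (standard error 0.43). *Fos* rose from 9.56 ± 4.61 to 18.6 ± 3.65 in the Grp.Ppp1r17-like cluster (log2FC 0.87, standard error 0.84) and from 31.1 ± 14.0 to 59.0 ± 7.63 in the Sox14.Lef1-like cluster (log2FC 0.77, standard error 0.56). The adjusted p of edgeR was 1.00 for each of these changes. Without a filter on low counts, *1700016P03Rik* passed the threshold in the Grp.Ppp1r17-like cluster.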

Here, we conducted the differential analysis on C286 with high granularity, because we observed that changes were restricted to specific subclusters, while other daughter nodes under C185-88: Sox14.Lef1.GABA-1 showed no difference (Fig. 5c). *Lef1* has previously been shown to be crucial for energy homeostasis^51,52^, and the identification of *Lef1*-expressing subclusters pinpoints the specific cellular subtypes and their molecular characteristics for future studies.

**Fig. 5:**
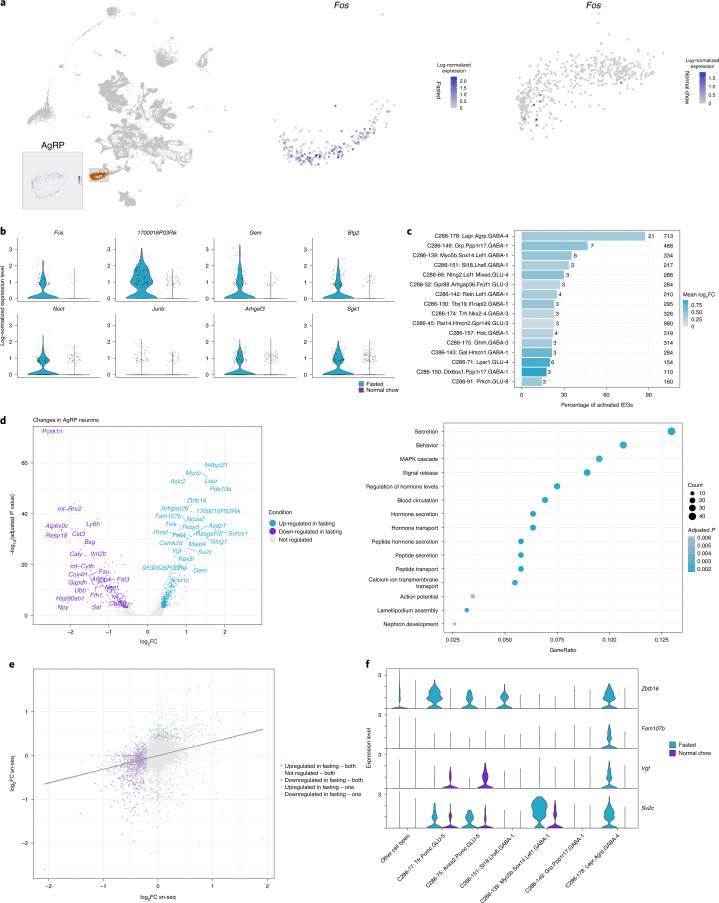
Transcriptional changes induced by fasting. **a**, *Fos* is increased in nucSeq AgRP neurons after fasting. Left, UMAP plot depicting C66-46: Agrp.GABA-4 in HypoMap. The inset shows *Agrp* expression in nucSeq cells from C66-46: Agrp.GABA-4. Right, UMAP plots of the same cells showing *Fos* expression in fasted and ad-libitum-fed conditions. The changes in nucSeq AgRP neurons after fasting were strong enough to cause a shift in the cluster. **b**, IEGs with high log_2_(fold change) (log_2_FC) in AgRP neurons. The violin plots show the per-cell expression between conditions. **c**, Neuron clusters activated by fasting. The bar plot depicts the percentage of significantly up-regulated IEGs in the fasted state over the total number of expressed IEGs (left number, based on presence in at least 10% cells of clusters in either condition). AgRP neurons are strongly activated, as indicated by the high number of changing IEGs. The bars are colored by mean log_2_FC, and the number of cells in each cluster is shown on the right. **d**, Transcriptional changes in AgRP neurons induced by fasting. In the volcano plot (log_2_FC versus adjusted *P* values from a (two-sided) Wald test), differentially expressed genes (DEGs) are highlighted. The dot plot shows Gene Ontology (GO) terms enriched in up-regulated genes. The *P* values are based on a hypergeometric test from an over-representation analysis and were corrected using false discovery rate (FDR). **e**, Comparison of transcriptional changes in AgRP neurons between nucSeq and Campbell et al.^5^ data. The scatter plot of log_2_FCs is colored by DEGs in either dataset. **f**, Per-cell expression levels of selected DEGs between conditions. For each gene, the expression is shown across multiple activated cell types as well as POMC neurons and a reference containing all remaining cells. *P* values of DEGs were obtained by Wilcoxon rank-sum tests and were adjusted for multiple comparisons using Bonferroni correction. See also Supplementary Tables 10 and 11. Source data

Next, we examined DEGs in the fasted state (Extended Data Fig. 7c and Supplementary Table 11). The top cluster was C66: Agrp.GABA-4 neurons, with 797 DEGs. This was followed by C286-45: Rai14.Hmcn2.Gpr149.GLU-3, with 757 DEGs. 

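In AgRP neurons 10488 genes were tested. At the spread between libraries 1 and 2 and libraries 3 and 4, the test recovered 0 of 191 changed genes on simulated counts. Its count therefore does not speak against changes. By edgeR, 0 genes passed the threshold, and the lowest adjusted p was 0.887. At an unadjusted p under 0.05 there were 433 genes, 187 of them higher in the fasted state, and DESeq2 called 2 genes, *Fam107b* and *mt-Rnr2*, the latter named because of this call. Both fasted libraries lay above all ad-libitum-fed ones for 2152 genes (20.5%) and below them for 1566 (14.9%), where chance gives 6.67% each for independent libraries and 33.3% each where the libraries of a pool do not differ. The Wilcoxon test over nuclei called 993 genes, 689 higher and 304 lower in fasted nuclei. The same test called 1282 genes between the nuclei of ad-libitum-fed libraries 1 and 2 and those of libraries 3 and 4. It called 0 in either of the other splits of these 4 libraries into pairs. Of the 1282 genes, 1152 were lower in libraries 1 and 2. Their AgRP nuclei had medians of 3984 and 4285 UMIs, against 7252 and 7286 in libraries 3 and 4. The test did not match depth. Fasted nuclei against those of libraries 1 and 2 alone gave 730 genes, and against those of libraries 3 and 4 alone 1242. Of these, 231 genes were called in the same direction against both, 204 of them higher in fasted nuclei. The pooling of libraries moved the edgeR count most, to 3593 genes with libraries 1 and 3 as one pool and 2 and 4 as the other.

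**Figure D2:**
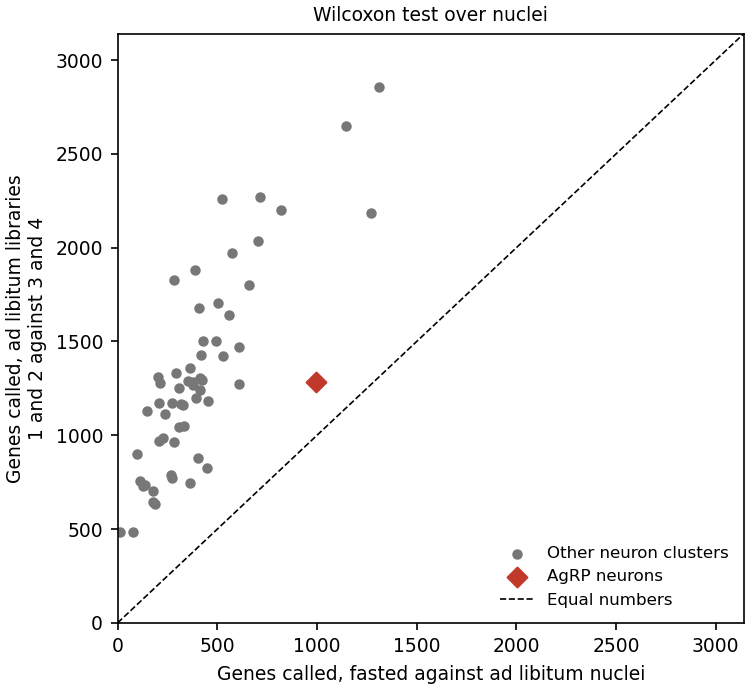
Number of genes called by the Wilcoxon test between fasted and ad-libitum-fed nuclei (x axis) and between ad-libitum-fed libraries 1 and 2 and libraries 3 and 4 (y axis), for AgRP neurons (red diamond) and each of the 58 other neuronal clusters (grey points); the dashed line marks equal numbers. AgRP neurons sit at 993 and 1282, and all clusters lie above the line. The pairs of ad-libitum-fed libraries differ in depth, which the test did not match.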

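The largest cluster with the markers of Gpr149.GLU-3 neurons held 1293 nuclei, and 13170 genes were tested in it. By edgeR 0 genes passed the threshold, with 82 at an unadjusted p under 0.05, 13 of them higher in the fasted state, and 0 called by DESeq2. Over its nuclei, the Wilcoxon test called 1313 genes between conditions and 2855 between ad-libitum-fed libraries 1 and 2 and libraries 3 and 4. Against libraries 1 and 2 alone, 728 genes were called in fasted nuclei, and 187 were called in the same direction against both pairs. Over the 58 clusters other than AgRP neurons, the Wilcoxon test called a median of 363 genes (range 12 to 1313) between conditions and a median of 1259.5 between the pairs of ad-libitum-fed libraries, and the latter was the larger number in 58 of 58 clusters.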

There were 172 DEGs detected in C286-149: Grp.Ppp1r17.GABA-1 and 62 DEGs in C286-139: Myo5b.Sox14.Lef1.GABA-1 neurons. 

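In the Grp.Ppp1r17-like cluster 10004 genes were tested and edgeR called 0, with 103 at an unadjusted p under 0.05. In the Sox14.Lef1-like cluster 9736 genes were tested and edgeR called 0, with 79 at an unadjusted p under 0.05. DESeq2 called 0 genes in either cluster. Without a filter on low counts, edgeR called 176 and 129 genes in these clusters. With nuclei as replicates, the Wilcoxon test called 423 genes in the Grp.Ppp1r17-like and 354 in the Sox14.Lef1-like cluster. Between ad-libitum-fed libraries 1 and 2 and libraries 3 and 4 it called 1293 and 1290. Against both pairs of ad-libitum-fed libraries in the same direction, 35 genes were called in the former and 30 in the latter.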

Gene Ontology enrichment analysis revealed that the majority of the DEGs in AgRP neurons were involved in hormone secretion and release, and responses to neuronal activity changes (Fig. 5d). 

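The 45 genes listed under secretion terms in the paper's source data for Fig. 5d were tested as a set in AgRP neurons by camera with a preset correlation of 0.01 on log counts of the pools. This list was chosen by the study on the same libraries, so its test is not independent evidence. The p of camera compares the genes of a list with the other genes tested. With 1 fasted pool it does not measure the spread between fasted pools. All 45 genes had a higher mean in the fasted state, with a median log2FC of 0.87, and the set was higher with an adjusted p of 2.84e-18 from limma's camera. Of 4 further lists, genes responsive to glucocorticoids were higher (9 of 10 tested genes, adjusted p = 4.04e-04), Foxo targets and fasting genes were higher (7 of 9, median log2FC 0.61, adjusted p = 0.0144), and ribosomal protein and mitochondrially encoded genes were lower (87 of 88, median log2FC −2.13, adjusted p = 4.70e-28). Clock genes had 4 higher and 6 lower and did not pass the threshold (adjusted p = 0.100). Under limma's fry, which presets no correlation, none of the 5 lists passed it. The glucocorticoid list holds *Zbtb16*, *Fkbp5* and *Sgk1*, which the paper names from these same libraries, so its test is not independent evidence either.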

We also compared DEGs after fasting between the nucSeq and Campbell et al.^5^ sc-seq datasets, and found that DEGs from both datasets were positively correlated, with *r* = 0.3618 (*P* < 2.2× 10^–16^) (Fig. 5e). Among the top DEGs in AgRP neurons and other activated cell types were *Zbtb16*, *Fam107b*, *Vgf*, and *Sv2c* (Fig. 5f), which exhibited varying patterns of expression changes. For example, *Zbtb16 w*as up-regulated in many other cell types, aside from AgRP neurons, suggesting that it has a more global role. 

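*Zbtb16* (chromosome 9, 48654297 to 48836222), *Fam107b* (chromosome 2, 3570488 to 3782142), *Vgf* (chromosome 5, 137026392 to 137033351) and *Sv2c* (chromosome 13, 95954594 to 96132577) were higher in both fasted libraries than in all ad-libitum-fed ones in AgRP neurons, each with an adjusted p of 0.887 from edgeR. In CPM (SD, n = 4 and 2 libraries), *Zbtb16* rose from 29.1 ± 9.09 to 186 ± 2.70, a log2FC of 2.61 (standard error 0.47). *Fam107b* rose from 6.35 ± 3.14 to 112 ± 7.16, a log2FC of 4.08 (standard error 0.44), and was the only one of these genes called by DESeq2. *Vgf* rose from 18.1 ± 4.49 to 127 ± 14.0, a log2FC of 2.74 (standard error 0.44), and *Sv2c* from 54.4 ± 18.8 to 211 ± 4.15, a log2FC of 1.87 (standard error 0.49). *Sv2c* and *Fam107b* contain shorter annotated transcripts on their own strand.

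**Figure D3:**
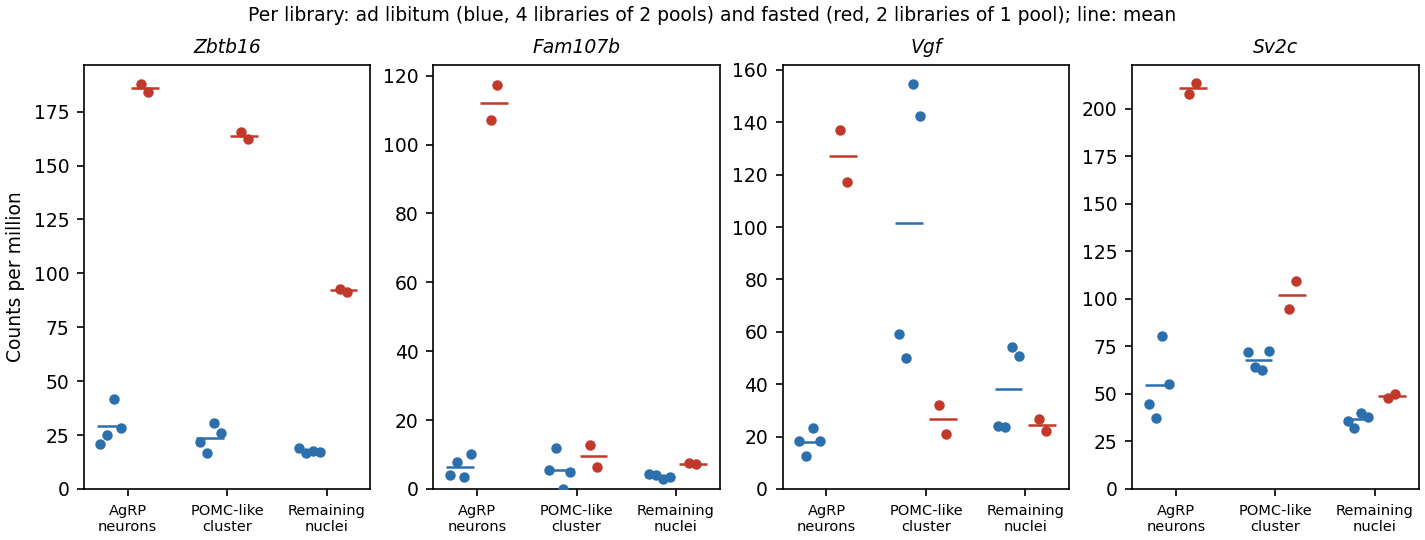
CPM of *Zbtb16*, *Fam107b*, *Vgf* and *Sv2c* in AgRP neurons, the POMC-like cluster and all remaining nuclei, for the 4 ad-libitum-fed (blue) and 2 fasted (red) libraries, with lines at the means. *Zbtb16* is higher in the fasted libraries in each set, and *Vgf* is higher in fasted AgRP neurons and lower in the fasted POMC-like cluster.

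In the POMC-like cluster *Zbtb16* rose from 23.6 ± 5.98 to 164 ± 2.30 (log2FC 2.68, standard error 0.46), *Sv2c* from 67.8 ± 5.06 to 102 ± 10.6 (log2FC 0.50), and *Vgf* fell from 101.5 ± 54.6 to 26.6 ± 7.89 (log2FC −2.05, standard error 0.85). *Fam107b* had too few counts there to be tested. In all remaining nuclei, glia included, *Fam107b* rose from 3.74 ± 0.613 to 7.33 ± 0.298 (log2FC 0.85, standard error 0.44), *Sv2c* from 36.6 ± 3.33 to 48.7 ± 1.49 (log2FC 0.26), and *Vgf* had 38.1 ± 16.6 and 24.3 ± 3.16, with overlapping libraries. *Sv2c* had a log2FC of 1.74 in the Sox14.Lef1-like cluster and *Fam107b* one of 2.22 in the Grp.Ppp1r17-like cluster. Over the 48 tests of these genes in 15 sets of nuclei edgeR called 0, with 20 at an unadjusted p under 0.05 and 1 called by DESeq2. The difference in *Vgf* between AgRP and POMC-like neurons was not tested itself.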

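*Zbtb16* had both fasted libraries above all ad-libitum-fed ones in 55 of 59 neuronal clusters and below them in 0. It had enough counts to be tested in 50 clusters, where its log2FC was positive in 50, with a median of 1.94 and a range from 0.63 to 5.21. In 56 of the 59 clusters its rise over the nearer pair of ad-libitum-fed libraries was larger than the difference between the pairs. It was called higher in 36 clusters by the Wilcoxon test over nuclei, and in 23 against both pairs of ad-libitum-fed libraries. In the nuclei outside AgRP neurons and the named clusters, it rose from 17.5 ± 0.969 to 92.2 ± 0.880 CPM (SD, n = 4 and 2 libraries), a log2FC of 2.25 (standard error 0.35). The clusters share the same 3 pools, so they are not independent replicates of this rise.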

We also examined all DEGs across all clusters: 1,738 genes were significantly regulated in at least one cluster, and 33 and 155 of the DEGs were found to be significantly regulated in at least 50% or 20% of all clusters, respectively. 

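By edgeR, 0 genes passed the threshold in any of the 59 neuronal clusters. At an unadjusted p under 0.05, 2363 genes were found in at least 1 cluster, 83 in at least 20% and 21 in at least 50% of clusters, and DESeq2 called 3 genes in at least 1 cluster, with the AgRP-like cluster of 768 nuclei in place of the paper's AgRP nuclei. Over nuclei, the Wilcoxon test called 2986 genes in at least 1 cluster, 542 in at least 20% and 277 in at least 50%. Of these, 76 of the 542 and 65 of the 277 genes were ribosomal protein or mitochondrially encoded genes. In the same direction against both pairs of ad-libitum-fed libraries, the test called 561 genes in at least 1 cluster, 26 in at least 20% and 6 in at least 50%. Between the pairs of ad-libitum-fed libraries it called 4474, 1832 and 1138 genes. Without a filter on low counts edgeR called 776, 238 and 105 genes, and the pooling of libraries moved the count most, to 10752 genes in at least 1 cluster with libraries 1 and 4 as one pool and 2 and 3 as the other.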

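The genes that the paper's source data for Extended Data Fig. 7d list under translation and cell death terms were examined over all tested neuronal clusters together. The 44 genes of the translation list had a median log2FC of −0.89 in the fasted libraries against ad-libitum-fed libraries 1 and 2 and of −3.50 against libraries 3 and 4. Between the pairs of ad-libitum-fed libraries the median log2 ratio was 2.71, higher in libraries 3 and 4, and for 43 of the 44 genes this difference was larger than that between the fasted libraries and libraries 1 and 2. All 44 genes were lower in both fasted libraries than in every ad-libitum-fed one. Together they had 2659, 2792, 15907 and 16125 CPM in the ad-libitum-fed libraries and 1594 and 1602 in the fasted ones. The 40 genes of the cell death list had median log2 ratios of −0.72 and −3.49 against the same pairs and of 2.58 between them, and 39 of the 40 were below every ad-libitum-fed library.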

The Gene Ontology enrichment analysis of overlapping DEGs between at least 20% of all clusters revealed pathways including protein translation and cell death (Extended Data Fig. 7d).

### Evaluation with Smart-Seq+Fluidigm C1 and bacTRAP datasets

To further evaluate the utility of HypoMap, we projected external datasets onto the reference map from (1) a hypothalamic sc-seq dataset by Romanov et al.^20^ and (2) bulk bacTRAP RNA-seq of specific neuronal populations across different levels of cellular heterogeneity (Figs. 6 and 7 and Supplementary Tables 13–18).

**Fig. 6:**
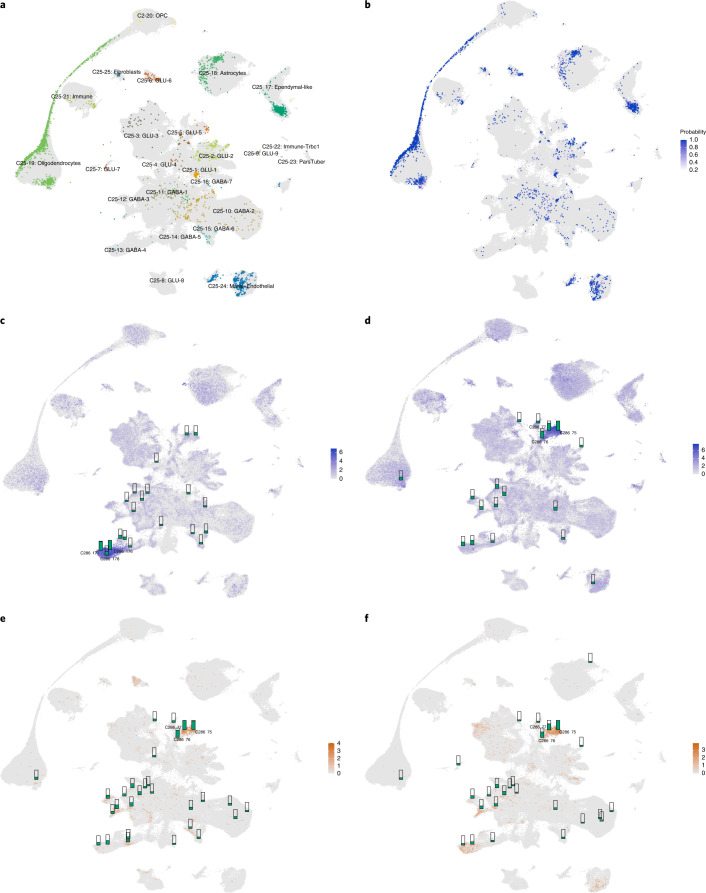
Projection of new data. **a**, HypoMap UMAP colored by cluster level 3 (C25) and overlaid with the projected ‘locations’ of cells from Romanov et al.^20^. Even clusters represented by only few cells in the query dataset can be accurately embedded into the reference. **b**, Probability scores (see Methods) of projection accuracy of Romanov et al.^20^ cells from **a**. High scores indicate high confidence in the projection, which is the case for most cells. **c**–**f**, Enrichment of bacTRAP signatures of specific neuronal population on HypoMap clusters using rank-biased overlap (RBO). RBO scores per cluster (C286) are shown as small bars relative to the highest score of each signature enrichment. The UMAP shows the expression level of the marker gene used in the bacTRAP experiment in HypoMap. In **e** and **f**, it shows the cells that express the combination of marker genes in orange (square root of product of expression levels). The corresponding cluster names for each unique ID in the figure can be found in Supplementary Table 3. **c**, AgRP^Cre^ neurons are enriched in C66-46: Agrp.GABA-4 subclusters. **d**, Pomc^Cre^ neurons are highly enriched in the C66-19: Pomc.GLU-5 subclusters, with medium scores in C66-46: Agrp.GABA-4. **e**, Pomc^Dre^Lepr^Cre^ neurons are most enriched in C286-75: Anxa2.Pomc.GLU-5, which expresses *Lepr*. **f**, Pomc^Dre^Glp1r^Cre^ neurons are most enriched in C286-77: Ttr.Pomc.GLU-5, which expresses *Glp1r*. Also see Supplementary Table 19. Source data

**Fig. 7:**
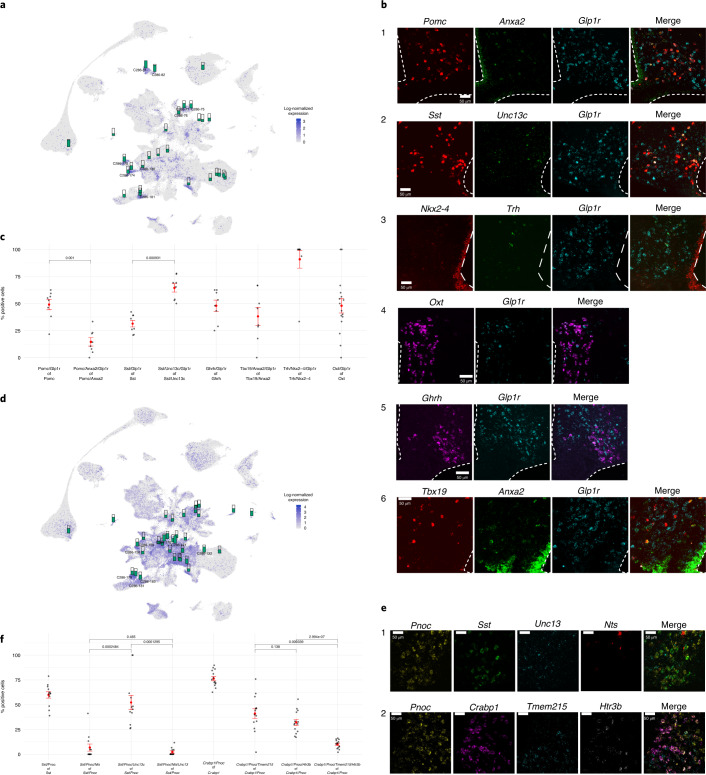
Validation of heterogeneous neuronal populations. **a**–**c***, Glp1r*-expressing cell types identified the hypothalamus. **a**, The Glp1r^Cre^ bacTRAP signature is enriched in multiple hypothalamic cell types, mostly corresponding to the *Glp1r* expression in HypoMap. **b**,**c**, RNAscope of *Glp1r* together with specific markers of neuron clusters identified using *Glp1r*-bacTRAP in (**a**). Representative images (**b**) and quantification shown as the percentage *Glp1r*-positive cells identified by marker gene expression (**c**). Points refer to individual sections, in total 4 rostral and 4 caudal ARC sections from 4 mice were included for each experiment (0 rostral and 8 caudal for *Tbx19*- plus *Anxa2* and 16 PVH sections for *Oxt*). Mean ± s.e.m,: Pomc: 49.03 ± 4.77; *Pomc*/*Anxa2:* 14.56 ± 3.89; *Sst*: 31.39 ± 3.06; *Sst*/*Unc13c*: 64.46 ± 3.88; *Ghrh*: 47.93 ± 5.19; *Tbx19*/*Anxa2*: 38.13 ± 8.3; *Trh*/*Nkx2-4*: 90.89 ± 8.26; *Oxt*: 47.94 ± 6.73. **d**–**f**, *Pnoc*-expressing cell types identified in the hypothalamus. **d**, The Pnoc^Cre^ bacTRAP signature is enriched in multiple hypothalamic cell types, and covers only a subset of *Pnoc*-expressing cell types in HypoMap. **e**,**f**, RNAscope of *Pnoc* and marker genes of selected ARC neuronal cell types based on *Pnoc*-bacTRAP and gene expression in (**d**). **e**,**f**, Representative images (**e**) and quantification (**f**) of *Pnoc* and *Sst* or *Crabp1* co-expressing subclusters. Points refer to individual sections, in total 14 ARC sections along the rostral-caudal axis from 4 mice were included for each experiment. Mean ± s.e.m: *Sst*/*Pnoc*: 59.9 ± 3.24; *Sst*/*Pnoc*/*Nts*: 6.78 ± 3.56; *Sst*/*Pnoc*/*Unc13c*: 52.28 ± 7.17; *Sst*/*Pnoc*/*Nts*/*Unc13*: 2.29 ± 1.1; *Crabp1*/*Pnoc*: 76.35 ± 2.2; *Crabp1*/*Pnoc*/*Tmem215*: 41.02 ± 4.81; *Crabp1*/*Pnoc*/*Htr3b*: 32.18 ± 3.04; *Crabp1*/*Pnoc*/*Tmem215*/*Htr3b*: 10.02 ± 1.17. In all dot plots, the red point depicts the mean and red error bars the s.e.m. of all sections. We used a two-sided Wilcoxon rank-sum test (multiple testing correction with Benjamini–Hochberg) to test for differences between the means of relevant groups and added the resulting *P* values to the quantification in (**c**) and (**f**). Source data

Romanov et al.^20^ reported one of the earliest sc-seq datasets generated for the hypothalamus using traditional Smart-Seq+Fluidigm C1 (ref. ^20^). We successfully projected cells from this dataset onto HypoMap (Fig. 6a and Supplementary Table 12). At C185, cells were assigned to 125 of 185 clusters, although only 41 clusters contained 10 or more mapped cells. Most cell type labels were projected with high confidence (Fig. 6b). Consistent with the original study, the majority of cells were oligodendrocytes (41% of all cells). Among neuronal clusters, *Shox2*-expressing neurons (C185-1: Shox2.GLU-1) (5.6%) were the most common assignment, containing 163 cells, which were mostly left unclassified before (Fig. 6a).

Further inspection of the original annotations demonstrated that the inferred cluster labels are an accurate reflection of the true identity of these cells. For example, 12 of 23 cells annotated as ‘GABA 13 (Galanin)’ were projected onto *Gal*- and *Th*-expressing C185-91: Gal.Hmcn1.GABA-1 cluster of HypoMap, and others onto closely related clusters and other *Gal*-expressing clusters. Furthermore, HypoMap enhanced the stratification of the original annotations: out of 27 cells annotated as ‘GABA 7 (Pomc +/–),’ only 7 are *Pomc*-positive and 5 of these cells were mapped to the Pomc.GLU-5 cluster, whereas all *Pomc*-negative cells were relocated to other HypoMap clusters.

bacTRAP RNA-seq is a useful tool to obtain marker-gene-specific molecular expression profiles with a great sequencing depth and the possibility to compare between different conditions^53^. We generated bacTRAP of specific hypothalamic cell types previously shown to be involved in energy homeostasis, that vary in their heterogeneity and anatomical distribution. To this end, we first crossed mice expressing Cre-recombinase in either AgRP, POMC, PNOC, or GLP1R neurons with mice allowing for Cre-dependent expression of ribosomal protein L10a fused with green fluorescent protein^6^. We then mapped these bacTRAP datasets onto HypoMap to examine the concordance of gene expression and determine whether HypoMap could be used to deconstruct the cellular composition in bacTRAP.

We first focused on bacTRAP obtained from AgRP and POMC neurons, which are relatively homogeneous cell types, and we further explored more heterogeneous data obtained from PNOC and GLP1-R neurons. We selected genes that were significantly enriched in the immunoprecipitation (IP) samples compared to the control samples of the bacTRAP datasets to define cell type signatures (see Supplementary Tables 13–18 for all DEGs). Subsequently, we compared HypoMap cluster markers and the signature fold changes using rank biased overlap (RBO), which allows the comparison of ranked sets with more weighting for the top part of the list that contains the most relevant markers^54^.

In Figure 6c, we highlight the AgRP bacTRAP signature enrichment as small bars on top of the UMAP plot, showing the expression of *Agrp* in the sc-seq of HypoMap. This demonstrates that the AgRP signature is mapped successfully onto the cluster containing AgRP neurons in HypoMap (C66-46: Agrp.GABA-4), and indicates that the sc-seq integration grouped all AgRP neurons into one branch of the tree, and therefore could be used for further interpretation (Fig. 6c and Supplementary Table 19). There were other enriched ARC clusters with lower enrichment scores, indicating that they share some of the marker genes with AgRP neurons.

Next, we analyzed the POMC bacTRAP data (Fig. 6d): the C286-75: Anxa2.Pomc.GLU-5 cluster at level C286 (score = 0.256) was more enriched than the other *Pomc*-expressing clusters, C286-77: Ttr.Pomc.GLU-5 (score = 0.197) and C286-76: Glipr1.Pomc.GLU-5 (score = 0.185), an effect that is at least partly driven by the higher abundance of canonical marker genes for POMC neurons, such as *Cartpt* (Supplementary Table 5). In addition, we observed low-grade mapping of the POMC bacTRAP data onto *Agrp*-expressing clusters (Fig. 6d), and the enrichment score for all other clusters was lower.

We recently found that leptin receptor (*Lepr*)- and *Glp1r*-expressing POMC neurons showed little overlap and have distinct molecular signatures and functions^6^. In this study, we profiled these two POMC subpopulations using intersectional Cre/Dre-dependent targeting. This approach builds on the use of POMC^Dre^ as well as Lepr^Cre^ and Glp1r^Cre^ transgenic mice. In contrast to the POMC^Cre^ transgenic model, POMC^Dre^ expression exhibits a progressive increase in recombination later in adulthood, thereby circumventing the developmental marking of AgRP neurons^6^. Analysis of the intersectional POMC bacTRAP gene signatures revealed that the *Pomc*-*Lepr* signature overlaps mostly with C286-75: Anxa2.Pomc.GLU-5 (score = 0.415), but scores lower in other *Pomc*-expressing clusters (Fig. 6e), as previously validated functionally^6^. This is consistent with the expression of *Pomc* and *Lepr* depicted in the UMAP of Figure 6e (only cells expressing both genes are highlighted). The enrichment of the *Pomc*-*Glp1r* signature was highest in C286-77: Ttr.Pomc.GLU-5 (score = 0.325), which is concordant with the expression of *Glp1r* and *Pomc* in HypoMap (Fig. 6f). The high enrichment score in C286-75: Anxa2.Pomc.GLU-5 (score = 0.299) was likely driven by the high expression of marker genes, such as *Pomc* and *Cartpt*, similar to POMC-only bacTRAP.

### Validation of predicted *Glp1r*-expressing neurons

Next, we turned to the more heterogeneous *Glp1r-* and *Pnoc-*expressing neurons. Again, we utilized the bacTRAP signature for *Glp1r*-expressing hypothalamic cells to investigate their heterogeneity in HypoMap. At C286, the highest enrichment of *Glp1r* bacTRAP was found in the *Avp*- and *Oxt*-expressing neurons C286-81: Ebf3.Caprin2.GLU-6 (score = 0.19) and C286-82: Oxt.Caprin2.GLU-6 (score = 0.166), both from the PVH, consistent with previous findings^55^ (Fig. 7a). Interestingly, *Glp1r*-expressing POMC neurons (C286-77: Ttr.Pomc.GLU-5)^6,24^ were enriched, with a lower score of 0.119. We identified four additional populations on the basis of high *Glp1r* expression and enrichment score: C286-175: Ghrh.GABA-3, C286-174: Trh.Nkx2-4.GABA-3, C286-181: Il1rapl2.Otp.Sst.GABA-4, and C286-130: Tbx19.Il1rapl2.GABA-1 (Fig. 7a and Supplementary Table 19).

We performed multiplexed single-molecule in situ hybridization to identify the spatial distribution of *Glp1r*-expressing populations (Fig. 7). Using probes specific to *Glp1r, Pomc*, and *Anxa2* for the Ttr.Pomc and Anxa2.Pomc subclusters, we found that although 49% of all POMC^ARC^ neurons expressed *Glp1r*, only 14.6% co-expressed *Pomc* and *Anxa2* (Fig. 7b,c). For the SST^ARC^ neurons, we used probes against *Sst* and *Unc13c* to target the C286-181: Il1rapl2.Otp.Sst.GABA-4 cluster and found that 64.5% of *Sst*/*Unc13c*-positive cells expressed *Glp1r* (Fig. 7b,c). When we used *Sst* as the only marker gene, the percentage of *Glp1r*-positive cells decreased to 31.4%, indicating that C286-181: Il1rapl2.Otp.Sst.GABA-4 is indeed the most relevant SST^ARC^ subtype (Fig. 7b,c).

*Ghrh* is a distinct marker of C286-175: Ghrh.GABA-3 neurons, which control growth via the growth hormone (GH)–insulin-like growth factor 1 (IGF1) axis^56^. We found that 47.9% of *Ghrh*-expressing cells expressed *Glp1r* (Fig. 7b,c). However, GLP-1 action has not been investigated in these neurons, and these findings offer the possibility that they may serve as an integrator in the adaptation of metabolism and growth.

*Anxa2* is expressed in C286-130: Tbx19.Il1rapl2.GABA-1. Using probes specific for *Anxa2* and *Tbx19*, we found that 38.1% of *Anxa2*- and *Tbx19*-positive cells expressed *Glp1r* (Fig. 7b,c), which was markedly higher than the number of triple-positive cells identified in sc-seq (Extended Data Fig. 8). *Trh* and *Nkx2-4* were used to distinguish C286-174: Trh.Nkx2-4.GABA-3 from other *Trh*-expressing cells. Although, we detected only a few *Trh*-positive cells in ARC, and not all of them were *Nkx2-4*-positive, we found a striking overlap with *Glp1r* expression: 90.9% of *Trh*- and *Nkx2-4*-expressing cells were *Glp1r*-positive (Fig. 7c). Last, we examined the expression of *Glp1r* in *Oxt*-expressing cells in the PVH, which had the strongest bacTRAP enrichment; 47.9% of the *Oxt*-expressing cells were *Glp1r*-positive (Fig. 7C), consistent with the previous findings^38^.

### Validation of predicted *Pnoc*-expressing neurons

*Pnoc* is widely expressed in the hypothalamus, thus the molecular signature obtained through bacTRAP reflects the heterogeneity of this diverse population (Fig. 7d). Projecting *Pnoc* bacTrap onto HypoMap resulted in lower enrichment score overall than that of the AgRP and POMC bacTRAP, but resulted in more enriched clusters (Fig. 7d). Many of these clusters express *Pnoc* at high levels in HypoMap, indicating that *Pnoc* bacTRAP is identifying these cell types correctly. At tree level C286, the highest enrichment was found in C286-171: Tac2.Nts.GABA-1 (score = 0.13). Interestingly, some clusters, such as C286-85: Nts.Foxb1.GLU-8 from the mammillary region, also express *Pnoc* (55.4% of cells), but were not enriched in bacTRAP (score = 0.005), suggesting that the IP might not have captured some of these *Pnoc*-expressing neurons. Conversely, C286-84: Pmch.GLU-7 (score = 0.088) and histamine-producing C286-157: Hdc.GABA-1 (score = 0.07) from the tuberomammillary nucleus were enriched in *Pnoc*-specific bacTRAP, but did not show high *Pnoc* expression in HypoMap (17.5% and 16.2% of cells, respectively).

Owing to the heterogeneity of *Pnoc*-expressing cell types, we focused on clusters from ARC. Again, some cell types such as C286-175: Ghrh.GABA-3 expressed *Pnoc* at moderate levels (23.1%), but were not enriched in bacTRAP (score = 0.018). Among cell types that were concordant between bacTRAP and sc-seq were multiple *Sst*-expressing clusters and two *Crabp1-*expressing clusters (Fig. 7d and Supplementary Table 19). We validated *Sst*- and *Crabp1*-positive populations, including multiple subclusters of *Unc13c*-expressing C185-118: Otp.Sst.GABA-4 (28.3% *Pnoc*-positive) and *Nts*-expressing C185-117: Npy.Sst.GABA-4 (65.9% *Pnoc*-positive) populations, which were also enriched in bacTRAP. Using RNAScope, we further validated that a large proportion of *Sst*^ARC^ cells co-expressed *Pnoc* (59.9%) (Fig. 7e,f). Similarly, 52.2% of the *Unc13c*-and *Sst*-positive cells also expressed *Pnoc*. We found a very small overlap between *Nts* and *Unc13c* expression in *Pnoc*- and *Sst*-positive cells in the ARC (2.3%), thus confirming the segregation suggested by HypoMap (Extended Data Fig. 9). However, very few cells expressed *Nts* in the *Pnoc*-and *Sst*-positive cells (6.7%) (Fig. 7e,f).

The *Htr3b*-expressing C286-158: Vgll3.Tbx3.GABA-1 (39.0% *Pnoc*-positive in HypoMap) and the closely related *Tmem215*-expressing C286-159: Crabp1.Sytl4.Tbx3.GABA-1 (26.3% *Pnoc*-positive in HypoMap) were enriched in bacTRAP, with scores of 0.078 and 0.047, respectively (Fig. 7e,f and Extended Data Fig. 9). Using RNAScope, we validated the expression of *Pnoc* in *Crabp1*-expressing cells (76.35%), as well as the subcluster of *Tmem215*-expressing cells (41% of *Pnoc*- and *Crabp1*-positive were *Tmem215*-positive) and *Htr3b*-expressing cells (32.2% of *Pnoc*- and *Crabp1*-positive were *Htr3* -positive).

## Discussion

HypoMap, a harmonized transcriptomic reference map of the murine hypothalamus, faithfully integrates 18 single-cell sequencing experiments that cover almost all hypothalamic regions. It allows efficient interpretation of new datasets by harmonizing cell type labels, identifying previously unannotated populations, and inferring anatomical localization. We demonstrated that data integration is an essential step towards comparability of sc-seq/nucSeq studies and that choosing a reliable data integration algorithm can be challenging^10^. We used well-defined neuronal populations to ensure that the algorithm did not over-correct, by removing the boundaries between truly distinct cell types while inter-mixing datasets sufficiently.

We chose scVI^15^ as the best purity-preserving integration method, which also offers a ‘future proof’ ability to map new datasets to the reference. Harmony, Scanorama, and Combat also performed well, when tuned properly, especially when using a large number of latent variables^12,14,16^. Overall, while computational metrics can assist in determination of an optimal integration method, these should be combined with careful evaluation and experimental validation.

We showed that nucSeq covers many of the clusters in HypoMap (163 of 185). Comparing the transcriptomic profiles of sc-seq and nucSeq highlighted a dataset-related bias: it correlates better with some datasets (for example, Kim et al.^32^), which could be related to the single-cell technology used (that is, Drop-seq versus 10x). However, because some 10x-based datasets (for example, Moffit et al.^30^ and Mickelsen et al. (Flynn10x)^27^) show a lower correlation, this may not be the only factor. Differences also exist between cell types; for example, the *Trh*-expressing cluster C185-12: Ebf1.Trh.GLU-2 showed a markedly lower *r* value of 0.017 (across all datasets) than that of its sister-cluster C185-11: Cbln2.Trh.GLU-2 (*r* = 0.789) (Fig. 4c). This divergence could be related to differences in RNA species measured between sc-seq and nucSeq.

Changes in IEGs can be used to infer neuronal activity^17,32^. Here, AgRP neurons are known to be activated during fasting^57^ and are used as positive controls. No other cell type showed an effect similar in strength compared to AgRP neurons, but some, such as C286-149: Grp.Ppp1r17.GABA-1 and C286-139: Myo5b.Sox14.Lef1.GABA-1, could be interesting targets for future studies. When comparing cells from fasted and ad-libitum-fed mice, we detected DEGs in many cell types. Interestingly, many of the DEGs are common across multiple clusters. This indicates that these changes may not be cluster specific, but might follow a common program (for example, protein translation) in response to a change of the metabolic state.

To demonstrate the utility of HypoMap, we showed that the underlying scVI model is able to project new hypothalamic sc-seq data, such as the Smart-Seq+Fluidigm C1 data by Romanov et al.^20^ onto the existing reference, thereby allowing quick and reliable annotation of cells in new datasets.

We also attempted to project bacTRAP bulk RNA-seq data of known neuronal populations onto HypoMap, to demonstrate that HypoMap was able to segregate these neurons over a wide range of cellular complexities and heterogeneity. Importantly, the POMC^Cre^ transgenic-based translational profiling not only faithfully captured bona fide *Pomc*-expressing cells, but also detected the AgRP neuron cluster, which expressed the POMC^Cre^ transgene developmentally and had thus been lineage-traced in this approach, as previously described^58^. However, HypoMap was also able to differentiate distinct POMC neuron subpopulations, as revealed by selective ribosomal profiling of *Lepr*- and *Glp1r*-expressing POMC neurons via intersectional recombinase based targeting^6^. Our recent study using this system allowed us to unravel the microcircuit architecture and functional consequences of these heterogeneous cell groups^6^. Mapping of the more complex *Pnoc* and *Glp1r* bacTRAP datasets further illustrates how HypoMap can be successfully used to disentangle complex cell type mixtures. Compared with AgRP and POMC neurons, *Pnoc* and *Glp1r* neurons are less well characterized populations, and HypoMap offers an opportunity to better define these diverse, physiologically relevant neuron subtypes.

Here, we validated six *Glp1r*-expressing cell populations in the ARC and other hypothalamic regions. GLP-1RA can activate POMC neurons and contributes to an acute anorexigenic effect^24^. Consistent with this, acute chemogenetic activation of *Glp1r-*expressing POMC neurons rapidly and potently suppressed food intake, but less so in *Lepr*-expressing POMC neurons^6^. Activation of *Glp1r*-expressing cells in the PVH has also been described to mediate an acute anorexigenic effect^55^, and HypoMap can identify these clusters: C286-82: Oxt.Caprin2.GLU-6 and C286-81: Ebf3.Caprin2.GLU-6, which were both validated by in situ hybridization. Integrating this information with the identification of additional *Glp1r*-expressing clusters in HypoMap may guide functional studies to further delineate the cells responsible for mediating the weight-reducing actions of GLP-1RAs. Candidate *Glp1r*-expressing clusters include *Trh* and *Nkx2-4* co-expressing populations and *Ghrh*-positive and *Tbx19*-positive populations. The enrichment observed in C286-75: Anxa2.Pomc.GLU-5 and C286-76: Glipr1.Pomc.GLU-5 was likely an artifact due to the high expression of POMC marker genes, as our previous mapping of *Pomc*-*Glp1r* bacTRAP data demonstrated.

We also validated multiple *Pnoc*-expressing populations in the ARC, such as the *Crabp1*-expressing clusters C286-158: Vgll3.Tbx3.GABA-1 and C286-159: Crabp1.Sytl4.Tbx3.GABA-1, as well as SST neurons (for example, Otp.Sst.GABA-4), which could mediate different effects than could other *Crabp1*-expressing cell types. Combining *Pnoc* bacTRAP with HypoMap allows the molecular characterization of the PNOC^ARC^ neurons at a high magnification and will enable further functional studies on their role in energy homeostasis. Our previous studies revealed that PNOC^ARC^ neurons are implicated in feeding behavior^26^. Thus, this cell population represents a promising new target for therapeutic interventions in obesity and warrants further studies on the role of defined subclusters via intersectional targeting.

We envision that HypoMap will be used to align newly generated datasets to annotate cell types. When complemented with studies of different hypothalamic regions, the full range of hypothalamic cell expression can be revealed. It has been shown that the brain, including the hypothalamus, is enriched for genes involved in heritability of body-mass index^59^. The unified cell-type annotation provided by HypoMap could further refine the enrichment analysis of genome-wide association studies of traits implicated in energy homeostasis. We expect that future versions of HypoMap will be extended by adding data from human and non-human primates, which will further increase the power of translational analyses.

HypoMap is limited only by the data we used to build it. Notably, some regions, such as the zona incerta, are underrepresented. We will continue to update HypoMap on a regular basis in order to incorporate new datasets and make it available to the scientific community.

It should be noted that we chose to not correct the count-level data, as we found that the count correction was often ‘smoothing’ differences between clusters too strongly, thereby limiting downstream biological interpretation. However, this also means that gene expression queries to HypoMap still represent a mixture of different datasets and technical modalities.

In summary, we systematically integrated sc-seq/nucSeq datasets into HypoMap, a unified single-cell reference of the murine hypothalamus. HypoMap can serve as a basis for functional studies that further define energy-sensing neurons, such as GLP1-R and PNOC neurons. We found that nucSeq is a reliable alternative to sc-seq, and is able to capture similar cell types with a good comparability. nucSeq from snap-frozen cells is able to preserve neuronal activation markers, which makes it an attractive modality for functional studies.

## Methods

### Dataset download

An overview of all datasets included in the reference map is available in Supplementary Table 1. Sequence reads from 17 publicly available datasets were downloaded using ‘fastq-dump’ from the SRA toolkit (version 3.0.0), with the exception of (1) GSE132355, GSE113576, GSE167927, and SRP135960, for which the original 10X BAM files were downloaded and used to regenerate fastq files via the ‘bamtofastq’ command from the Cellranger software (version 6.0.1, 10X Genomics); and (2) Kim et al.^32^, for which the original reads could not be found and the count table was used instead.

### Sequence alignment, UMI and gene count

For 10X datasets (including nucSeq), Cellranger Version 6.0.1 (5.0.1 for nucSeq) was used to (1) map sequence reads to the mouse genome GRCm38 (mm10); and (2) perform the UMI and gene-level counts against Ensembl gene model V100, with *Gm28040* removed to recover *Kiss1* expression. The per-cell gene count tables (in HDF5) generated by the software were then used for downstream analyses.

For each Drop-seq library, the sequence alignment of the biological reads was performed using STAR 2.7.5 to the mouse genome GRCm38 to generate a BAM file containing mapped reads. Read 1, which contains the cell barcode (CBC)/UMI read was first split into two separate fastq files, one containing just the CBC and the other containing the UMI, using ‘fastx_trimmer’ from the FASTX Toolkit (version 0.013), and were then tagged (XC and XM, respectively) onto the mapped biological reads using Fgbio’s ‘AnnotateBamWithUmis’ command (Fulcrum Genomics, version 1.5.1). All the untagged reads were removed from annotated BAM file using Samtools (version 1.14), and PCR duplicates based on UMI (XM tag) were removed using Picard’s ‘MarkDuplicates’ command (version 2.22.2).

The deduplicated BAM file was then further annotated with genes using the gene model above (GRCm38, Ensembl V100 minus Gm28040) using ‘TagReadWithGeneFunction’ from Drop-seq tools (version 2.3), and digital gene expression was performed using ‘DigitalExpression’ command from Drop-seq tools, using a minimum number of transcript cut-off of 800 UMIs to generate a gene-level expression matrix for all cells detected, in a tab-delimited text format.

### Dataset quality control

We used the expression matrices of each datasets and ran a basic preprocessing using Seurat (version 4.0.2)^9^. Each dataset was further filtered to contain cells with a minimum of 1,000 UMIs per cell and a maximum fraction of mitochondrial genes of 0.1. We curated a common set of metadata features, including unique cell, sample and dataset-IDs, sample description (sex, mouse strain, experimental condition), dataset descriptions (technology, regional identities), and cell details (author annotations, UMI counts, cellcycle scores), among others. We harmonized the annotations of major cell types (’classes’) to be comparable across datasets, including: neurons, tanycytes, astrocytes, oligodendrocytes, ependymocytes, immune cells, vascular/endothelial cells, and fibroblasts. For the data from Kim et al.^32^, no raw read files were available, hence we used the UMI count matrices provided by the authors and subset the cells to those annotated by the authors as hypothalamic cells (removing doublets, low-quality cells, and other unannotated cells). After identifying within-dataset batches, we merged all datasets to one combined dataset as input for our integration pipeline.

### Batch identification

We considered datasets as independent datasets if they were split into multiple datasets by the original authors (for example Wen et al.^31^). For all individual datasets, an automated detection of batches was used: starting with a default processing using Seurat, consisting of log-normalization, feature detection (2,000 features), and principal component analysis (PCA), a low-dimensional embedding with 50 PCs was obtained. Afterwards, randomForest R package (version 4.6) (https://cran.r-project.org/package=randomForest) was used to predict the sample ID using the PCs as features and cells as observations. Using hierarchical clustering with spearman correlations *ρ* of the pairwise out-of-bag (oob) probabilities as distances, a clustering of samples was obtained. We iteratively merged the closest samples in the associated dendrogram and trained another random forest only on the currently merged samples. The entropy of the oob class probabilities, normalized by the logarithm of the total number of samples and averaged over all cells, was used to estimate how well samples are separated. An entropy close to 1 means high similarity of samples; decreasing entropy indicates that the random forest can tell the merged samples apart and that there could be a batch effect. Merging of samples was stopped when the averaged entropy over all (merged) samples fell below 0.9. We calculated the entropy (*H*) as: $$H\left( X \right) = - \mathop {\sum }\limits_{i = 1}^n p\left( {X_i} \right) \times log(p(X_i))$$, where *p*(*X*_*i*_) is the vector of class probabilities.

### Doublet removal

We used DoubletFinder (https://github.com/chris-mcginnis-ucsf/DoubletFinder)^60^ to identify doublets within each batch (as defined above), independent of all other data sets. We used 70 PCs and a fixed value for the variable numbers of artificial doublets (pN) of 0.25. For the neighborhood size (pK), we iterated over multiple values to find an optimal one for each batch but limited it to a maximum of 0.1. For 10x sc-seq data, we set the expected rate of doublets to 0.05; for Drop-seq data and pre-filtered data (for example, Kim et al.^32^) we set the expected rate of doublets to 0.01. Using the DoubletFinder predictions and preliminary clusters from the per-batch preprocessing, we excluded all clusters with a percentage of doublets above 70%.

After obtaining the final harmonized version of the data (see the next sections), we ran another round of manual doublet curation to identify potential doublet clusters that formed only after combining all cells. For this, we took advantage of defined signatures for major cell types and an exploratory clustering on the harmonized data. If cells of a cluster had a high average score for more than one cell type, the cluster was marked and subsequently removed. To avoid removing intermediate cell types, all marked clusters were evaluated manually before removal.

### Data integration

Please see the Supplementary Information for information on data integration and evaluation. This includes a description of the pipeline, an overview of evaluated integration methods, the metrics used for evaluation, and the tuning of the final scVI model.

### Cluster detection

Clustering was conducted using the Leiden algorithm^42^ for single-cell data in scanpy on the shared nearest-neighbor graph, as implemented in Seurat^9^ (*k* = 25 neighbors). We iteratively increased the clustering resolution starting from 0.001 up to 50 to obtain a range of different cluster levels. The first clustering level was manually defined on the basis of the known annotation for neurons and non-neuronal cell types, and a Leiden clustering with seven groups was chosen as the second level (segregating into GABAergic and glutamatergic neurons and five major non-neuronal cell groups). We manually adjusted some small problematic clusters (for example, PMCH-neurons that were grouped with non-neuronal cell types). For the following five levels, we selected Leiden clustering results with increasing granularity, aiming to roughly triple the number of included clusters with each level. In total, 7 clustering levels yielding between 2 and 680 clusters were generated. These clusters were subsequently combined into a clustering tree using the Multiresolution Reconciled Tree (mrtree)^43^ algorithm. We used the mrtree function from the original package (https://github.com/pengminshi/MRtree) with standard parameters. We did not cut the resulting tree at an optimal level, but instead used it as a representation of the complex subtypes within neuronal cell types. After determining marker genes distinguishing each cluster node from its siblings in the tree (as described below), we merged sibling clusters with less than 10 relevant markers (specificity > 1, see ‘Cluster annotation’) into one cluster node to avoid over-clustering.

For visualization of the tree we used the ggtree R package (version 2.4.2)^61^ (https://github.com/YuLab-SMU/ggtree). VMH neuron cluster comparisons were visualized using the sankeyNetwork function from the networkD3 R package (version 0.4) (https://cran.r-project.org/package=networkD3).

### Marker gene detection

We used the van Elteren test implementation for Seurat objects (https://github.com/KChen-lab/stratified-tests-for-seurat) to detect marker genes for each node of the cluster tree, comparing the current cluster either against all other nodes on the same level or against the sibling nodes to obtain a set of markers per cluster. We subset the tree into its neurons and non-neurons and calculated the global marker genes only versus other cells in the respective subtrees to restrict the marker sets to more relevant genes.

### Cluster annotation

We calculated a specificity score, *S*, per gene and cluster, *c*, as $$S_{c,ref} = Average\;log_{2}Foldchange_{c,ref} \times \frac{{Pct_c}}{{Pct_{ref}}}$$ which includes the foldchange of the average expression of cluster *c* and a set of reference cells (for example, all others), and the percentage (Pct) of expressing cells in cluster *c* and the reference. We used the specificity *S* to rank genes, and additionally the adjusted *P* values from the van Elteren test to reduce this ranking to potential marker genes. To determine the most relevant marker genes and to select a cluster name, each node (cluster) of the tree was visited from top to bottom. We ranked the most descriptive markers by calculating a score (*T*) for each cluster *c* as $$T_c = S_{c,all} \times S_{c,siblings}/\mathop {{\max }}\limits_i \left( {S_{i,siblings}} \right)$$, which includes the specificity compared with all other clusters, as well as only the sibling clusters and the specificity for all children clusters *i*. Additionally, we excluded pre-specified genes such as ‘mt-’ or ‘Rp’ and any genes that were already used as a name in the ancestor nodes. To incorporate a node’s parent cluster, the final cluster annotation was constructed by concatenating the node’s best marker gene with its parent’s name. If no siblings existed, no additional gene name was added. For the first three levels of the tree, we manually set the names of clusters on the basis of the previously curated major cell types (‘class’) and, in some cases, specific neuronal markers.

### Region annotation

In order to predict potential spatial locations of clusters, we combined the likely regions of origin based on the original dataset (if specific to certain subregions), with a prediction based on ISH expression values from the Allen Brain Atlas^62^ (https://mouse.brain-map.org/). We used the cocoframer R package (version 0.1.1) (https://github.com/AllenInstitute/cocoframer) to query the API and obtain ISH expression values for each voxel from the coronal sections.

For each voxel we used the ‘energy’ value to rank all probes. Then, for each neuronal cluster from level 6 of the HypoMap tree (C286), we selected all probes with matching marker genes (specificity > 4) and calculated the median rank in that voxel as an enrichment score. We aggregated the median ranks (normalized to total number of expressed probes) of the four voxels with the highest median ranks. We subtracted the aggregated normalized median ranks from 1 and used the result as the final score for each region, so that a score close to 1 indicates an enrichment of the cluster marker genes in the top ranked probes of the voxels of each region. In Supplementary Table 8, we have reported the top ten results for each cluster.

To build one final regional prediction, we assigned the highest scoring region as the possible spatial origin (if the score was >0.8). However, to further refine the prediction, we included the known dataset origin for many studies. For each subregion-specific dataset, we manually curated a set of likely Allen Brain Atlas regions and checked their contribution to the cells of each cluster. On the basis of this, we down-scaled the median rank predictions if insufficient cells originated from the predicted region (for example, a high mammillary region score was down-scaled if the majority of cells originated from preoptic/anterior datasets). We further checked many clusters manually and changed the final annotation shown in the paper figures to the second- or third-highest prediction for well-documented cell types. To reduce the number of categories for the color-coded annotation in Figure 2a, we summarized some regions by spatial proximity (for example, grouping all mammillary and pre-mammillary clusters or all preoptic region clusters together).

### Mapping of new data

We stored the reference scVI model using scvi.model.SCVI.save. The scvi.model.SCVI.load_query_data method allows the embedding of a query dataset into the latent space of the reference map via scArches algorithm^15,63^. We used Seurat’s ProjectUMAP function to calculate nearest neighbors in the reference and visually embed a query dataset into the original UMAP^9^. The nearest neighbors *N*_*c*_ were used to propagate cluster labels by calculating the mapping probability per available label *y* using the similarity to each neighbor: $$p\left( {Y = y|X = c} \right) = \frac{{\mathop {\sum}\limits_{i{\it{\epsilon }}{{{\mathrm{N}}}}_{\it{c}}} {I\left( {y^{\left( i \right)} = y} \right) \times sim(c,n_i)} }}{{\mathop {\sum}\limits_{j{\it{\epsilon }}{{{\mathrm{N}}}}_c} {sim(c,n_j)} }}$$ where similarity to each neighbor *I* is the indicator function and *y*^(*i*)^ is the label of *i*th neighbor. This approach is adapted from the scArches algorithm^63^, but simplified by skipping the gaussian smoothing step and using cosine similarity derived from the cosine distances as: $$sim_{cosine} = 1 - \frac{{dist_{\rm{cosine}}^2}}{2}$$. We combined the mapping and projection functions together with preprocessing and visualization functions in an R package: mapscvi (https://github.com/lsteuernagel/mapscvi). In order to map data from Romanov et al.^20^, we used the functions predict_query and project_query from the mapscvi package to construct a projected embedding and clustering of the data. For nearest-neighbor detection, we used *k* = 25 neighbors.

We employed HypoMap to explore bulk bacTRAP data of *Agrp*, *Pomc*, *Pnoc*, and *Glp1r* neurons. Comparison of the reference samples (’input’) with the immunoprecipitation (’IP’) with DEseq2 (ref. ^64^) yielded signatures of genes that are enriched in the IP and likely to be expressed in the targeted cell types. We adapted rank-biased overlap (RBO)^54^ to compare two sets of ranked genes: (1) bacTRAP signature of interest ranked by the their log_2_(fold change); and (2) cluster markers of each cluster in the sc-seq reference ranked by their log_2_(fold change) or specificity scores. We used extrapolated RBO for uneven lists as implemented in the gespeR R package (version 1.26.0) to calculate RBO scores for each bacTRAP signature on each cluster of the mrtree clustering^54^ (https://www.bioconductor.org/packages/release/bioc/html/gespeR.html).

### NucSeq comparative analysis

To compare the molecular profiles of single-cell and single-nucleus data in HypoMap, we calculated the correlation of gene expression between our in-house nucSeq and the public sc-seq datasets. For the comparison, we used the projected level 5 clustering (C185, corresponding to the lowest level of the hierarchical tree in Figs. 2a and 4c). We selected genes that were expressed in more than 20% of cells of a cluster or that had a mean expression > 0.2 (log-normalized) in at least one cluster. Using the mean expression per cluster (single-cell versus nucSeq), we calculated Pearson’s *r* for each gene and grouped genes by different classes on the basis of the Ingenuity pathway analysis (Qiagen) for further analysis. For neuropeptides we included genes annotated with the gene ontology (GO) term GO:0005179 or annotated ko04080 in the KEGG pathway. In order to compare the correlation of sc-seq and nucSeq on the cluster level, we used marker genes of each cluster with specificity > 0.25 and Pearson’s *r* > 0.3. Pearson’s *r* for each cluster was calculated between nucSeq and HypoMap or the individual sc-seq datasets in HypoMap across all marker genes.

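All genes marked as IEGs in the source data for Extended Data Fig. 7b were present in the deposited files. A UMI of the gene was found in more than 300 and at most 10000 of the 39665 passing nuclei for 70 genes. Of the others, 40 were found in 300 nuclei or fewer and 12 in over 10000. With all deposited barcodes, or with called doublets left out, 69 genes were kept. *Fos* was found in 2041 nuclei and *1700016P03Rik* in 6851.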

We used a curated set of IEGs from Wu et al.^17^ and reduced the set to 73 genes (expressed in >300 cells and a maximum of 10,000 cells in nucSeq). 

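The gene *1700016P03Rik* (ENSMUSG00000085609) is annotated as a processed transcript on the plus strand of chromosome 11 of GRCm38 from 75172560 to 75177633. Within it lie *Mir212* (75173388 to 75173478) and *Mir132* (75173682 to 75173747) on the same strand, and it overlaps *Ovca2* (75175942 to 75178835) on the other strand. Over the neurons of each library, Pearson's r of its log-normalized count with that of *Fos* was 0.259, 0.267, 0.378 and 0.324 in the ad-libitum-fed libraries and 0.388 and 0.447 in the fasted ones. Spearman's rho was 0.196, 0.188, 0.286, 0.267, 0.276 and 0.326 in the same order. Among the 15760 to 16730 genes with a UMI in at least 1% of the neurons of a library, it ranked second by Pearson's r in ad-libitum-fed libraries 1 and 2, after *Junb*, and first in the other 4 libraries. The correlation is across nuclei, which are not independent replicates. Its mean over libraries was 0.344, and it moved most when only the presence of a UMI was compared after thinning to 2000 UMIs, to 0.160. In AgRP nuclei alone r had a value in 4 libraries, with a mean of 0.267, and the gene ranked 1105 and 203 in ad-libitum-fed libraries 3 and 4 and 1173 and 9 in the fasted ones.

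In AgRP neurons the gene had 26.2 ± 8.50 CPM (SD, n = 4) in the ad-libitum-fed and 205.5 ± 40.7 (SD, n = 2) in the fasted libraries, a log2FC of 2.89 (standard error 0.49, adjusted p = 0.887 from edgeR). A UMI of it was found in 58 of 487 ad-libitum-fed (11.9%) and 137 of 226 fasted AgRP nuclei (60.6%), and after thinning in 4.83% and 28.0%. In other neurons these shares were 17.8% and 22.2%, and in oligodendrocyte-like nuclei, at median depths of 1874 and 2524 UMIs, 3.04% and 3.29%.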

We manually added *1700016P03Rik*, which correlated with *Fos*. To determine whether *1700016P03Rik* is a CREB1-target gene, we looked for cAMP response element (CRE) in the promoter^65^. Briefly, we used BSgenome (version 1.58) (https://bioconductor.org/packages/release/bioc/html/BSgenome.html) to retrieve promoter sequences –800 to +200 base pairs (bp) around the transcription start site (TSS) (mm10). We then used refTSS v3.3 to obtain a set of TSSs per gene^66^. Detection of JASPAR profiles MA0018.1 and MA0018.2 from JASPAR2020 (ref. ^67^) was conducted with TFBStools (version 1.28) (https://bioconductor.org/packages/release/bioc/html/TFBSTools.html) using the function searchSeq on both strands and with a relative score of >80%. We counted the number of detected profiles per promoter and normalized it by the number of non-overlapping promoters per gene. We found multiple occurrences of CRE in *1700016P03Rik*’s promoter, similar to other known CREB1-target genes (Extended Data Fig. 7b). To quantify the activation of clusters (Level 4) we counted the number of significantly up-regulated IEGs detected using the Wilcoxon test implemented in Seurat’s FindMarkers per cluster and split by diet condition, using Bonferroni correction for multiple testing.

Differential expression between cells from fasted and ad-libitum-fed mice was performed using the Wilcoxon test and negative binomial generalized linear model implemented in Seurat’s FindMarkers function (see Supplementary Tables 10 and 11). The enrichment of significantly up-regulated genes in the fasted state in AgRP neurons for GO ‘Biological Process’ terms was conducted with the clusterProfiler R package (version 3.18.1)^68^ (https://bioconductor.org/packages/release/bioc/html/clusterProfiler.html). We used the enrichGO function with default parameters and all genes expressed in at least 10% off all AgRP neurons in nucSeq as background gene set. The simplify function was used to remove redundant terms

### Experimental methods

All experimental methods regarding animal care and mouse lines, details on the bacTRAP, nucSeqm and in situ hybridization experiments can be found in the Supplementary Information.

### Statistics

Statistical analyses are described in the respective sections. No prior power calculations were performed. For large-scale hypothesis testing (for example, marker genes or differential gene expression) dedicated R packages for these analyses were used and included correction for multiple testing (DESeq2: Benjamini–Hochberg, Seurat: Bonferroni). For individual null hypothesis tests, we used the appropriate functions in R: t.test, wilcox.test, or cor.test with alternative set to ‘two.sided.’ For the quantification in Figure 7, we additionally used functions from the R packages ggpubr (version 0.4.0) (https://github.com/kassambara/ggpubr) and rstatix (version 0.7.0) (https://github.com/kassambara/rstatix).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information Supplementary Methods

Reporting Summary

Supplementary Tables 1–21 See data dictionary included in the .xlsx file for a detailed description of tables and columns.

## Data Availability

Both HypoMap and the hypothalamic nucSeq are available in an interactive CellxGene viewer (available via https://www.mrl.ims.cam.ac.uk). Additionally, the Seurat object containing the HypoMap, which is required to reproduce the shown figures and to project new data, is deposited at University of Cambridge’s Apollo Repository (10.17863/CAM.87955) in standard RDS format. The nucSeq and the bacTRAP profiling data for *Agrp*, *Glp1r*, and *Pomc* neurons are available from the Gene Expression Omnibus (GEO), accession numbers: GSE207736 and GSE208355, respectively. The *Pnoc* bacTRAP data are available at GSE137626. The *Pomc*-*Lepr* and *Pomc*-*Glp1r* bacTRAP data are available at GSE153753. The published sc-seq studies used to construct HypoMap are listed in Supplementary Table 1. Source data are provided with this paper.

## Source data

Source Data Fig. 1 Single cell UMAP data
Source Data Fig. 2 Hierarchical tree annotations, edgelist and marker gene information
Source Data Fig. 3 Single cell UMAP data and cluster comparison tables
Source Data Fig. 4 Statistical source data and single cell UMAP data
Source Data Fig. 5 Single cell UMAP data, hierarchical tree annotations, edgelist and correlation data
Source Data Fig. 6 Statistical source data and single cell UMAP data
Source Data Fig. 7 Statistical source data and single cell UMAP data
Source Data Extended Data Fig. 1 Statistical source data
Source Data Extended Data Fig. 2 Statistical source data and single cell UMAP data
Source Data Extended Data Fig. 3 Single cell UMAP data
Source Data Extended Data Fig. 4 Hierarchical tree annotations, edgelist
Source Data Extended Data Fig. 5 Hierarchical tree edgelist
Source Data Extended Data Fig. 6 Single cell expression data
Source Data Extended Data Fig. 7 Statistical source data and single cell UMAP data
Source Data Extended Data Fig. 8 Single cell UMAP data
Source Data Extended Data Fig. 9 Single cell UMAP data

How the deposited data were processed for this re-analysis (not part of the article)

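The deposited nucSeq data comprise 6 droplet libraries of hypothalamic nuclei, 4 from ad-libitum-fed and 2 from fasted mice. The authors mapped the reads to GRCm38 with Cell Ranger, counted UMIs per gene against an Ensembl gene model and deposited the raw count of each gene in each barcode that was called as a nucleus, without normalization. All values were whole numbers. The paper's text does not name whether intronic reads were counted. Barcodes below 1000 UMIs were present, so the paper's filter on UMIs had not been applied to the files, while its filters on the mitochondrial share and doublets could not be read from them. Gene positions came from the GENCODE annotation of the same build, which held 55139 of the gene identifiers of the files. The other experiments of the paper have no files among those examined.

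Nuclei with at least 1000 UMIs and a mitochondrial share of at most 0.1 were kept. Doublets were scored per library with Scrublet as implemented in scanpy 1.11.5 at an expected rate of 0.05, and the nuclei with the highest scores at that rate were left out of the clustering. Counts were scaled to 10000 per nucleus and log-transformed, 2000 variable genes were chosen within libraries, and 40 principal components and 20 neighbours were used for Leiden clustering (leidenalg 0.10.2) at resolution 1. Neurons were clustered again with 50 components at resolution 3, leaving out the listed IEGs. Clusters were named by likeness from lists of marker genes taken from the paper's supplementary tables. AgRP neurons were the nuclei listed in the paper's source data, also where they were called doublets. Clusters with at least 20 nuclei in every library were tested.

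Counts were summed over the nuclei of a set within each library and tested with edgeR 4.0.16 (TMM, quasi-likelihood) in R 4.3.3 on sums over pools. The pool of each ad-libitum-fed library is not known, so the 3 possible pairings were fitted, the largest p per gene was kept and the Benjamini-Hochberg adjustment was applied over the genes with at least 10 counts in at least 2 libraries. The design has 1 residual degree of freedom, moderated across genes. The test was tested on simulated data at a low spread and at the spread found between the libraries. Gene lists were tested with camera (preset correlation 0.01) and fry of limma 3.58.1 on log counts with a prior count of 2. The lists were the genes under secretion terms of the paper's source data, genes responsive to glucocorticoids, ribosomal protein and mitochondrially encoded genes, clock genes, and Foxo targets and fasting genes. The Wilcoxon test over nuclei was corrected by Bonferroni over all genes of the files. Shares of nuclei with a UMI were given with exact binomial intervals at 95% and were repeated after thinning to 2000 UMIs. Random lists were matched on expression, 10000 for each comparison.

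The alternatives covered the pairing of libraries, libraries as samples, a replicate block, DESeq2 1.42.0, normalization, the count filter, ribosomal protein and mitochondrially encoded genes, leaving out each library, stricter nuclei, doublets, thinning, cluster resolution, the definition of AgRP neurons and the rules for IEGs. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The genes named in the text are those that the paper names for the fasting comparison, 20 in number, and any gene past the threshold of the main test, of which there were 0. Other genes are named with the statement that they were chosen after their values were seen, or as members of a list or of a count of 5 or fewer. The promoter of *1700016P03Rik* was not analysed here, since the genome sequence was not used, and comparisons with other datasets were left out because their samples are not in the files.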

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

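The comparison of the IEGs of the POMC-like cluster with random lists was chosen only after the result was seen. The fasted state is represented by 1 pool, so anything particular to the preparation of that pool is confounded with fasting throughout.

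Ad-libitum-fed library 1 held more barcodes (8490) than ad-libitum-fed libraries 2 to 4 (6678, 6427 and 6436). Its gap to the nearest library was 0.878 of the range of the 4 libraries, and 0.864 for nuclei that passed the filter, above Dixon's 95% critical value for 4 samples. Of 44 measures of the ad-libitum-fed libraries examined in this way, these 2 exceeded it, and they count almost the same nuclei. Chance gives about 1 in 20. The number of nuclei loaded per library is not in the files, so no technical explanation was tested, and the design gives no biological one, since these libraries come from mice of 1 condition.

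Several genes that were higher in both fasted libraries in AgRP neurons were lower in both fasted libraries than in all ad-libitum-fed ones in another set of nuclei. None of these differences between sets was tested itself, and no change among them passed the threshold of edgeR. In the POMC-like cluster the log2FC was −1.73 for *Fos*, −0.52 for *1700016P03Rik*, −1.06 for *Gem*, −2.81 for *Junb*, −2.05 for *Vgf* and −0.52 for *Lepr*. In the Ghrh-like cluster it was −1.25 for *1700016P03Rik* and −3.20 for *Vgf*, and in an Lhx6-like cluster −0.93 for *Noct* and −2.30 for *Junb*. *Vgf* had a log2FC of −0.83 and −0.55 in 2 Gpr149.GLU-3-like clusters and of −1.53 in the Trh.Nkx2-4-like cluster, while in another Gpr149.GLU-3-like cluster it was 0.76, with both fasted libraries above all ad-libitum-fed ones. Over the 59 clusters, both fasted libraries lay below all ad-libitum-fed ones for *Vgf* in 15 and above them in 4. In all remaining nuclei, which included glia, that of *Fos* was −0.50. The makeup of this set differed between conditions, since neurons were 70.8% and 69.8% of the nuclei of the fasted libraries and 87.9% to 96.8% of those of the ad-libitum-fed ones. In neurons other than AgRP neurons the share of nuclei with a *Fos* UMI after thinning was 2.25% and 2.39% in the fasted libraries, within the range of the ad-libitum-fed ones (1.87%, 1.74%, 2.65% and 2.61%).

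For the POMC-like cluster, a fall of the IEGs as a group was weighed against a difference between libraries that moves all genes alike. Of 34 expressed IEGs, 26.5% had both fasted libraries below all ad-libitum-fed ones. Random lists of genes of like expression had a median of 11.8% (95% of lists between 2.94% and 23.5%), and 184 of 10000 lists were as large. The list thus lay at percentile 98.2, outside the range of 95% of lists. A percentile of 99.6 is needed when 14 sets of nuclei besides AgRP neurons are examined, a requirement set after the values were seen. A response of POMC-like neurons to fasting and a difference between libraries therefore cannot be told apart for these genes, because the percentile does not pass that of the number of sets examined. The other sets named above were not examined in this way.

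*Snhg11*, which was chosen after its values were seen and is among the genes used to name neurons, is not discussed in the paper. The Wilcoxon test over nuclei called it higher in fasted nuclei against both pairs of ad-libitum-fed libraries in 59 of 59 neuronal clusters. *Meg3*, chosen in the same way and also a marker of neurons, was called in 46. Both fasted libraries lay above all ad-libitum-fed ones in 59 clusters for each gene, with a median log2 ratio over libraries 1 and 2 of 0.67 for *Snhg11* and 0.62 for *Meg3*. Both were taken to be RNAs that stay in the nucleus, so a lower share of cytoplasmic RNA in the fasted nuclei was tested as an explanation. It requires *Snhg11* to be lower in ad-libitum-fed libraries 3 and 4, which hold the most RNA of ribosomal protein genes, than in libraries 1 and 2. This was so in 18 of 59 clusters, and *Snhg11* was higher in 41, with a median log2 ratio of only 0.036. *Meg3* was higher in libraries 3 and 4 in 59 of 59, with a median log2 ratio of 0.27. For *Meg3* the share of cytoplasmic RNA is thereby excluded as the whole cause across clusters. For *Snhg11*, whose clusters went both ways around a small median, the values argue against it less strongly. The preparation of the fasted pool and a response to fasting both stay open.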

How the results depend on the processing

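The Wilcoxon comparisons with single pairs of ad-libitum-fed libraries and the filters on the fold change were chosen only after the data were seen. The 109 other alternatives, the main tests and the gene lists were set before the data were examined. Of the results that answer a comparison, 182 values stayed the same, 61 moved, 5 became stronger and 4 weaker. Of those for single genes, 405 stayed the same, 94 passed the threshold in the same direction, 24 moved and 2 reversed.

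With each ad-libitum-fed or fasted library left out, no log2FC given for a named gene in AgRP neurons or in all remaining nuclei changed its direction. *Fos*, *Btg2* and *Fam107b* in AgRP neurons had too few counts to be tested without either fasted library, so no value was obtained there, and *Noct* had none with thinned nuclei. In these settings edgeR called 0 genes in AgRP neurons and in the other clusters, as it did with library totals in place of TMM factors, without ribosomal protein and mitochondrially encoded genes, with stricter nuclei, with called doublets treated the other way, with thinned nuclei, and with 4 ad-libitum-fed libraries against the summed fasted pool. At the spread between libraries 1 and 2 and libraries 3 and 4 these counts of 0 say nothing about stability.

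The result depended most on which ad-libitum-fed libraries were taken as a pool. With libraries 1 and 2 as one pool, edgeR called 0 genes. With libraries 1 and 3, or 1 and 4, as one pool, it called 3593 and 3559 genes in AgRP neurons, a median of 1994.5 and 2068.5 in the other clusters, 25 and 25 IEGs in AgRP neurons, IEGs in 54 and 54 other clusters, and 32 and 34 of the tests of *Zbtb16*, *Fam107b*, *Vgf* and *Sv2c*. Genes called in at least 1 cluster were 10647 and 10752, in at least 20% of clusters 2979 and 3087, and in at least 50% 1380 and 1442. *Fos* had a log2FC of 3.62 under both pairings, past the threshold. These pairings average libraries 1 and 2 with libraries 3 and 4, which removes the difference between them from the spread. The Wilcoxon test over AgRP nuclei called 1282 genes between libraries 1 and 2 and libraries 3 and 4. In the other splits into pairs it called 0. This argues against the other pairings as the pools, although the paper's text does not name the libraries of a pool. On simulated counts with the spread measured between libraries 1 and 2 and libraries 3 and 4, 96.1% and 96.4% of the calls under such pairings were of unchanged genes. The main test recovered 0 of 191 changed genes there, and its 2 calls were of unchanged genes. The simulation changed 200 genes, with 10060 tested, and gave every gene the same spread. These shares of calls depend on that setting and need not hold for the real counts. At a low spread the main test recovered 74.3% of 191, so the number of pools alone did not keep it from calling genes.

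Counts in at least 1, 20% or 50% of clusters take the AgRP-like cluster in place of the paper's AgRP nuclei. All 6 libraries as separate samples gave 131 genes and 3 IEGs in AgRP neurons, 6 tests of the genes of Fig. 5f and 89 genes in at least 1 cluster; tubes of one pool are technical repeats, and this setting counts them as replicates. Without a filter on low counts there were 342 genes and 6 IEGs in AgRP neurons, a median of 164.5 genes in the other clusters, 2 clusters with an IEG (*1700016P03Rik* and *Gem*), 7 tests of the genes of Fig. 5f, and 776, 238 and 105 genes in at least 1 cluster, 20% and 50% of clusters; *Fos* had a log2FC of 3.55 past the threshold. The cause was not tested. DESeq2 called 2 genes in AgRP neurons (*Fam107b* and *mt-Rnr2*), 1 test of the genes of Fig. 5f (*Fam107b*), and 3 genes in at least 1 cluster (*mt-Rnr2* in the AgRP-like cluster, *Cartpt* and *mt-Cytb* in 1 other each).

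With the replicate number as a replicate block there were 2476 genes and 23 IEGs in AgRP neurons, a median of 515 genes in the other clusters, 38 clusters with an IEG, 27 tests of the genes of Fig. 5f, and 6975, 787 and 191 genes in at least 1 cluster, 20% and 50% of clusters. Under this block *Fos* had a log2FC of 6.23, *Agrp* in AgRP neurons reversed to 0.35, and *Vgf* in all remaining nuclei reversed to 0.040. The block pairs fasted libraries 1 and 2 with ad-libitum-fed libraries of the same number, and 2 numbers are shared. The deviations of libraries of the same number correlated at 0.0167 over 10488 genes in AgRP neurons and at 0.00703 over 22833 genes in the remaining nuclei, so the libraries share only a number.

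The Wilcoxon test over nuclei called 993 genes and 18 IEGs in AgRP neurons, a median of 363 genes in the other clusters, IEGs in 22 clusters, and 2986, 542 and 277 genes in at least 1 cluster, 20% and 50% of clusters. Fasted nuclei against those of libraries 1 and 2 alone gave 730 genes in AgRP neurons and a median of 68 in the other clusters, against those of libraries 3 and 4 alone 1242 and 867, and in the same direction against both 231 and 16, with 561, 26 and 6 genes in at least 1 cluster, 20% and 50%. Among 29 combinations of a threshold and a minimum fold change that were examined against the paper's count, the test called between 510 and 993 genes in AgRP neurons; the 3 retained gave 930 (log2FC over 0.25), 742 (over 0.35) and 801 (over 0.25 at an adjusted p under 0.01).

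The share of neighbours of fasted AgRP nuclei that came from fasted libraries moved from 99.2% to 88.5% with thinned nuclei. The mean correlation of *1700016P03Rik* with *Fos* moved from 0.344 to 0.267 in AgRP nuclei alone, where 4 libraries gave a value and the gene ranked 1105, 203, 1173 and 9 in them, and to 0.160 for presence after thinning. Under fry the adjusted p of the gene lists was 0.211 for secretion, 0.338 for genes responsive to glucocorticoids, 0.464 for ribosomal protein and mitochondrially encoded genes and 0.338 for Foxo targets. The clock list passed the threshold at 0.0107 with libraries 1 and 2, and 3 and 4, as pools. The cause of these moves was not tested. Depth limits detection: with nuclei thinned to 2000 UMIs, the share of fasted AgRP nuclei with a *Fos* UMI was 12.0%, against 28.3% with all UMIs.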

Differences from the paper's values

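The comparisons with single pairs of ad-libitum-fed libraries and the filters on the fold change named here were chosen only after the values were seen. The paper's methods name a Wilcoxon test and a negative binomial model between nuclei, which take nuclei as replicates. The values here come from edgeR with pools as replicates. At the spread between libraries 1 and 2 and libraries 3 and 4, that test recovered 0 of 191 changed genes on simulated counts of AgRP neurons. Its counts of 0 therefore do not speak against the paper's values.

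In AgRP neurons the paper's value is 797 DEGs, and edgeR called 0 (433 at an unadjusted p under 0.05, 2 by DESeq2). Of the alternatives set before the data were examined, the Wilcoxon test over nuclei gave 993, within 1.5 times of the paper's value. No other one did: the pairings of libraries 1 and 3 or 1 and 4 gave 3593 and 3559, the fit without a filter on low counts 342 and the 6 libraries as separate samples 131. Wilcoxon tests against libraries 1 and 2 alone (730 genes), and with a minimum log2FC (930, 742 and 801 genes), came closer and were chosen after the values were seen, the latter 3 from 29 combinations examined against the paper's count. The rule by which the paper selected these genes is not known from the files held here.

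In Rai14.Hmcn2.Gpr149.GLU-3 neurons the paper's value is 757 DEGs, and edgeR called 0 in the cluster with their markers (82 at an unadjusted p under 0.05, 0 by DESeq2). No alternative set before the data were examined came within 1.5 times, and the Wilcoxon test gave 1313. Against libraries 1 and 2 alone, a comparison chosen after the values were seen, it gave 728. In Grp.Ppp1r17.GABA-1 neurons the paper's value is 172 DEGs, and edgeR called 0 in the like cluster (103 at an unadjusted p under 0.05, 0 by DESeq2). The fit without a filter on low counts gave 176. The Wilcoxon test gave 423, and the other alternatives also differed, while the Wilcoxon test against libraries 1 and 2 alone, chosen after the values were seen, gave 174. In Myo5b.Sox14.Lef1.GABA-1 neurons the paper's value is 62 DEGs, and edgeR called 0 in the like cluster (79 at an unadjusted p under 0.05, 0 by DESeq2). No alternative came within 1.5 times, with 129 without a filter on low counts, 354 by the Wilcoxon test and 142 by the Wilcoxon test against libraries 1 and 2 alone, chosen after the values were seen. Minimum fold changes were also examined in these clusters after the values were seen, and are not counted among these alternatives. The clusters were matched by markers and need not hold the paper's nuclei.

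The paper's values for genes shared between clusters are 1738 in at least 1 cluster, 155 in at least 20% and 33 in at least 50%, and edgeR called 0 at each (2363, 83 and 21 at an unadjusted p under 0.05, and 3, 0 and 0 by DESeq2). All alternatives differed as well, and the Wilcoxon test gave 2986, 542 and 277. The paper's clusters are finer than the 59 tested here.

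The paper's value is 15 clusters other than AgRP neurons with raised IEGs, and edgeR found 0 (13 at an unadjusted p under 0.05, 0 by DESeq2). The Wilcoxon test gave 22, within 1.5 times, and the other alternatives differed. In AgRP neurons the paper's source data give 21 IEGs as raised, and edgeR found 0 (11 at an unadjusted p under 0.05, 0 by DESeq2). The Wilcoxon test gave 18, the pairings of libraries 1 and 3 or 1 and 4 gave 25 each and the replicate block 23, all of 38 expressed IEGs without a filter on detection and within 1.5 times, although the libraries of a block share only a number. The other alternatives differed. The pairings of libraries 1 and 3 or 1 and 4 are argued against by depth and ribosomal share, in which libraries 1 and 2 resembled each other. With the filter on detection 26 IEGs were expressed, of which the Wilcoxon test called 14, the pairings 20 each and the replicate block 18, and the shares that follow are of these 26. The paper's share of expressed IEGs that were raised is 87.5%, and that of edgeR was 0%. The pairings gave 76.9% and the replicate block 69.2%, within 1.5 times, and the Wilcoxon test 53.8%, which differed.

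The paper ranks AgRP neurons first by the number of DEGs. By edgeR all clusters had 0 genes (433 at an unadjusted p under 0.05 in AgRP neurons, at most 275 in the others), and by the Wilcoxon test the Gpr149.GLU-3-like cluster of 1293 nuclei had 1313 genes against 993 in AgRP neurons. The pairings of libraries 1 and 3 or 1 and 4 (3593 and 3559 genes in AgRP neurons, at most 4162 and 4351 in another cluster) and the replicate block (2476 and at most 2505) did not put AgRP neurons first either. AgRP neurons had the most genes without a filter on low counts (342, at most 325 in another cluster), with the 6 libraries as separate samples (131 and at most 3) and by DESeq2 (2 and at most 1). The same held for the Wilcoxon test against libraries 1 and 2 alone (730 and at most 728) and in the same direction against both pairs (231 and at most 187), 2 comparisons chosen after the values were seen.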

Other observations

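The tests of free cytoplasmic RNA, of *Fos* and *Zbtb16* against the difference between ad-libitum-fed libraries and of the oligodendrocyte-like share were chosen only after the results were seen. The preparation of the only fasted pool stays confounded with fasting in every comparison between conditions.

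The Wilcoxon test over nuclei called many genes between conditions, and a difference between ad-libitum-fed libraries 1 and 2 and libraries 3 and 4, which does not follow the condition, may account for a large part of such counts. In AgRP neurons the same test called 1282 genes between ad-libitum-fed libraries 1 and 2 and libraries 3 and 4, where mice of 1 condition are compared, and 0 in the other splits into pairs. The paper's text does not name the pools, but these counts argue against the other pairings. Over the other neuronal clusters the median was 1259.5 genes. These values do not say which of the genes called between conditions respond to fasting. In AgRP neurons 1152 of the 1282 genes were lower in libraries 1 and 2, the shallower pair. Between conditions, 689 of 993 genes were higher in fasted AgRP nuclei. Depth was not matched in these tests.

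Ribosomal protein and mitochondrially encoded genes were lower in fasted nuclei. Free cytoplasmic RNA that differs between libraries is a candidate explanation for the ribosomal protein genes: in neurons the ribosomal share was 4.93 times higher in ad-libitum-fed libraries 3 and 4 than in libraries 1 and 2, and 1.67 times higher in libraries 1 and 2 than in the fasted ones. For the mitochondrially encoded genes these ratios were 3.36 and 4.17, so the difference from the fasted libraries was larger than that between the pairs. As the preparation of the fasted pool is confounded with fasting, free RNA and a response to fasting cannot be told apart for these genes. A response of neurons to fasting stays open. In oligodendrocyte-like nuclei the ribosomal share was 1.52 times higher in libraries 1 and 2 than in fasted libraries, near the ratio in neurons, but glia may respond to fasting too, so a response to fasting and free RNA cannot be told apart by this value.

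Oligodendrocyte-like nuclei made up 9.23% and 10.2% of the nuclei of the fasted libraries and 2.42%, 2.55%, 0.530% and 0.677% of those of the ad-libitum-fed ones. The share was 4.12 times higher in ad-libitum-fed libraries 1 and 2 than in libraries 3 and 4, and 3.92 times higher in fasted libraries than in libraries 1 and 2, so a difference between libraries that does not follow the condition may account for it. An effect of fasting on the share was not tested apart from it.

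Fasted AgRP nuclei lay apart from ad-libitum-fed ones, but so did nuclei of ad-libitum-fed libraries 3 and 4, of whose neighbours 99.7% came from these libraries. A difference between libraries may thus produce a separation of this size without fasting, and the part due to fasting was not isolated.

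For the rise of *Fos* in AgRP neurons 3 technical explanations were tested. A difference in depth is excluded as the whole cause, since 12.0% of fasted AgRP nuclei had a *Fos* UMI after thinning to 2000 UMIs, against 1.05% of ad-libitum-fed ones. Free RNA is excluded, since 0.232% of fasted oligodendrocyte-like nuclei had one after thinning. A difference of the size seen between the pairs of ad-libitum-fed libraries stays open. By CPM, *Fos* was 14.8 times higher in libraries 3 and 4 than in libraries 1 and 2 (13 and 1 UMIs, 95% counting interval 2.22 to 629) and 6.33 times higher in fasted libraries than in libraries 3 and 4 (109 and 13 UMIs, 3.55 to 12.3), so too few counts keep it open. For the IEGs as a group, 68.4% had both fasted libraries above all ad-libitum-fed ones, a share that none of 10000 random lists reached. A difference between libraries that moves genes of like expression alike therefore does not account for this share. Random lists draw genes singly, so a difference between libraries that moves the IEGs together stays open. A response to fasting stays open as a hypothesis, and so does any handling of the fasted mice or their pool that raises activity in these neurons.

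*Zbtb16* was higher in fasted nuclei of most neuronal clusters. A difference between libraries that moves all genes alike is excluded, since in 56 of 59 clusters its rise over the nearer pair of ad-libitum-fed libraries was larger than the difference between the pairs. A response to glucocorticoids was tested as a hypothesis on 15 other listed genes, leaving out *Zbtb16*, *Fkbp5*, *Sgk1*, *Tsc22d3* and *Per1*, whose totals had been seen. Their median log2 ratio over the nearer pair was 0.07, at percentile 96.4 of random lists of like expression, of which 360 of 10000 were as large and 95% lay between 0 and 0.087. The median thus lay above 95% of the lists but inside this range, which leaves a response to glucocorticoids undecided, and corticosterone was not measured in these data.

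Other genes that the paper names for AgRP neurons had these values, with an adjusted p from edgeR of 0.911 for *Agrp* and of 0.887 for each of the others. *Lepr* had a log2FC of 2.00 (standard error 0.40), *Fkbp5* 2.51 (0.41), *N4bp2l1* 2.27 (0.40), *Myrip* 2.62 (0.56) and *Asic2* 0.90 (0.48), all with both fasted libraries above all ad-libitum-fed ones. *Pcsk1n* had a log2FC of −3.37 (standard error 1.11) and *Npy* −2.93 (1.57), with both fasted libraries below all ad-libitum-fed ones. Against ad-libitum-fed libraries 1 and 2 the log2 ratio of *Pcsk1n* was −1.93 and that of *Npy* −0.19, and against libraries 3 and 4 they were −3.94 and −3.69. *Npy* differed by 3.50 between these pairs, more than the size of its log2FC. *Agrp* had a log2FC of −1.31 (standard error 1.05), with a log2 ratio of 0.34 against ad-libitum-fed libraries 1 and 2 and of −1.93 against libraries 3 and 4.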
